# Using the *Daphnia magna* Transcriptome to Distinguish Water Source: Wetland and Stormwater Case Studies

**DOI:** 10.1002/etc.5392

**Published:** 2022-08-09

**Authors:** Mark D. Jankowski, David J. Fairbairn, Joshua A. Baller, Benjamin M. Westerhoff, Heiko L. Schoenfuss

**Keywords:** Biomonitoring, Ecotoxicogenomics, Effects‐based monitoring, Invertebrate toxicology, Transcriptomics

## Abstract

A major challenge in ecotoxicology is accurately and sufficiently measuring chemical exposures and biological effects given the presence of complex and dynamic contaminant mixtures in surface waters. It is impractical to quantify all chemicals in such matrices over space and time, and even if it were practical, concomitant biological effects would not be elucidated. Our study examined the performance of the *Daphnia magna* transcriptome to detect distinct responses across three water sources in Minnesota: laboratory (well) waters, wetland waters, and storm waters. Pyriproxyfen was included as a gene expression and male neonate production positive control to examine whether gene expression resulting from exposure to this well‐studied juvenoid hormone analog can be detected in complex matrices. Laboratory‐reared (<24 h) *D. magna* were exposed to a water source and/or pyriproxyfen for 16 days to monitor phenotypic changes or 96 h to examine gene expression responses using Illumina HiSeq 2500 (10 million reads per library, 50‐bp paired end [2 × 50]). The results indicated that a unique gene expression profile was produced for each water source. At 119 ng/L pyriproxyfen (~25% effect concentration) for male neonate production, as expected, the Doublesex1 gene was up‐regulated. In descending order, gene expression patterns were most discernable with respect to pyriproxyfen exposure status, season of stormwater sample collection, and wetland quality, as indicated by the index of biological integrity. However, the biological implications of the affected genes were not broadly clear given limited genome resources for invertebrates. Our study provides support for the utility of short‐term whole‐organism transcriptomic testing in *D. magna* to discern sample type, but highlights the need for further work on invertebrate genomics. *Environ Toxicol Chem* 2022;41:2107–2123. © 2022 The Authors. *Environmental Toxicology and Chemistry* published by Wiley Periodicals LLC on behalf of SETAC.

## INTRODUCTION

A major challenge in ecotoxicology is accurately and sufficiently measuring chemical exposure and biological effect given the presence of complex and dynamic contaminant mixtures in surface waters and storm water runoff (Fairbairn et al., 2018; Riva et al., 2019; Tousova et al., 2017). It is impractical to quantify all chemicals in such matrices over space and time, and even if it were practical, biological effects would not be known. Instead, whole‐organism (Mehinto et al., 2021) or in vitro (Blackwell et al., 2018) bioassays can be deployed to ascertain the biological effects of environmental mixtures. Whole‐organism assays, like whole‐effluent toxicity (WET) testing (US Environmental Protection Agency [USEPA], 2000), assess the effects of mixtures on organism‐level outcomes (e.g., survival, growth, and reproduction) but do not provide mechanistic insights such as the potential for endocrine disruption (Chapman, 2000; Escher et al., 2018). Furthermore, vertebrate‐based whole‐organism tests increasingly elicit ethical concerns, in part because of the large number of animals used for routine testing. New tools are therefore needed to simultaneously measure organismal and mechanistic effects of exposure to complex chemical mixtures inherent to most source waters.

Comprehensive understanding of effects in organisms exposed to environmental contaminants requires models that represent the relevant biological domains and subdomains, and capture genomic, transcriptional, transgenerational, and other sublethal effects (Brun et al., 2019). Invertebrates are potential contaminant receptors and integral to aquatic communities. However, many bioeffects‐based monitoring tools are vertebrate‐focused (Blackwell et al., 2018; Eads et al., 2007). Until recently, molecular studies and tools focusing on invertebrates (e.g., *Daphnia*, *Hyalella*, *Hydra*, *Lymnaea*, *Potamopyrgus*) have received less attention and development (Segner et al., 2003), especially for endocrine‐related pathways and effects in noninsect arthropods (e.g., *Daphnia*; Miyakawa et al., 2018). As the routine use of vertebrates in toxicological testing is deemphasized (National Research Council, 2007), there is a need for alternative methods, including the use of short‐duration invertebrate tests.

Conventional water quality studies have used *Daphnia magna*–based methods and models extensively for decades (Brun et al., 2019). *Daphnia magna* are amenable to laboratory culturing and cloning and act as aquatic ecosystem sentinels relevant to a broad range of geographic and in situ conditions (Miyakawa et al., 2018). *Daphnia* spp. were among the first aquatic indicator species with a fully sequenced genome (Colbourne et al., 2011; Lee et al., 2019), an essential resource for a robust interpretation of genomic data. Transcriptomics by way of RNA sequencing (RNAseq) is a comprehensive, unbiased, rapid, and cost‐effective tool to detect genes and biological pathways responsive to chemicals and environmental mixtures in many organisms. If this type of effects‐based monitoring can be adapted to invertebrate species, it will provide a valuable tool to water resource managers to assess potential adverse biological effects in surface waters without the need for extensive water chemical analysis or use of vertebrate exposure studies. Although RNAseq has been used across a wide array of environmental venues (Altenburger et al., 2015; Schroeder et al., 2016), its applications in invertebrate toxicology and environmental analysis are less developed. Our study addresses this information gap by examining the performance of an invertebrate‐based transcriptomic approach in the context of complex yet commonly occurring environmental mixtures in urban wetlands and storm water.

Wetlands, especially in urban settings, are important to biodiversity and support a variety of organisms, including sensitive and endangered species (Hook, 1993). However, natural, restored, and constructed wetlands frequently receive sanitary or industrial wastewater and/or stormwater runoff (Hook, 1993; Matamoros et al., 2012). Like lakes, wetlands typically have longer hydraulic retention times than fluvial systems, and thus accumulate contaminants (Matamoros et al., 2012). As such, wetlands often contain complex and variable chemical mixtures (e.g., pesticides, nutrients, wastewater indicators, and metals; Zhang et al., 2014); this situation complicates our understanding of the biological effects and environmental risks most likely to impact organisms at a given wetland. Thus, an evaluation of bioassays capable of assessing an expansive domain of biological processes is desired. Urban wetlands may also be treated with insecticide applications including pyriproxyfen for larval mosquito control (Centers for Disease Control and Prevention [CDC], 2020; Hustedt et al., 2020; Vieira Santos et al., 2017). The mode of action of pyriproxyfen appears to involve interaction with the crustacean methyl farnesoate receptor (MfR), which results in juvenile hormone–like behavior (LeBlanc et al., 2013; Olmstead & LeBlanc, 2003) and ultimately affects daphnid reproduction. By spiking laboratory and wetland water with pyriproxyfen, we examined the hypothesis that genes associated with the MfR pathway such as doublesex1 (*dsx1*; Kato et al., 2011; Song & Tollefsen, 2021) would be differentially expressed in both simple and complex chemical mixtures. If supported, our study would demonstrate that known bioactivities of a positive control compound could be detected with short‐term exposures of daphnids using RNAseq, thus enhancing our confidence that the approach is sufficiently robust to apply to complex environmental mixtures.

Complex and dynamic chemical mixtures are also present in urban storm waters (Fairbairn et al., 2018; Masoner et al., 2019; Peter et al., 2018). Typically, most urban‐area precipitation is not intercepted or infiltrated on‐site but flows over impervious surfaces as runoff (stormwater) to engineered structures (e.g., sewers, stormwater ponds) or directly to receiving surface waters. Because runoff may mobilize and transport chemicals from anything it contacts, myriad terrestrial and near‐surface materials (e.g., buildings/infrastructure, vehicles/exhaust, roads, parking lots, lawns, athletic fields, litter, and exposed commercial/industrial storage areas, tanks, and spills) may be contaminant sources to stormwater. For example, a common tire compound, *N*‐(1,3‐dimethylbutyl)‐*N*′‐phenyl‐*p*‐phenylenediamine ozonated to 2‐anilino‐5‐[(4‐methylpentan‐2‐yl)amino]cyclohexa‐2,5‐diene‐1,4‐dione, was recently identified as lethal to coho salmon (*Oncorhynchus kisutch*) and has been detected in urban storm waters of the Pacific Northwest (Tian et al., 2021) and beyond (Rauert et al., 2022; Seiwert et al., 2022). The few published studies of contaminants of emerging concern (CECs) in stormwater have reported complex contaminant mixtures with chemicals and concentrations typical of treated municipal wastewater (e.g., nonprescription pharmaceuticals, personal care products, urban‐ or residential‐use pesticides, and manufacturing‐industrial compounds (e.g., flame retardants, benzotriazoles; Fairbairn et al., 2018; Wicke et al., 2016). Yet, like wetlands, surprisingly few stormwater–based bioeffect studies exist (Fairbairn et al., 2018; Mehinto et al., 2021; Westerhoff et al., 2018). The few stormwater–based studies of sublethal toxicity have reported estrogenic, molecular, transcriptional, and/or organismal effects comparable to those present in organisms exposed to treated wastewater (Bai et al., 2018; Bertucci et al., 2018; Martinovic‐Weigelt et al., 2018; McIntyre et al., 2016; Schultz et al., 2013; Seward, 2014). However, recent demonstrations of reduced mortality in coho salmon exposed to biofiltration‐treated versus untreated stormwater (Spromberg et al., 2016) indicate the value of using bioassays to examine the efficacy of treatment technologies.

Therefore, the objectives of the present study were to examine the utility of an acute invertebrate assay using three experimental steps of increasing complexity (Figure 1) and to ascertain whether “biological fingerprints” of chemical exposure can be detected and linked to apical biological effects in an invertebrate, *D. magna*. Our analysis focuses on transcriptomic and phenotypic effects in *D. magna* exposed to a known endocrine disruptor (pyriproxyfen), wetland waters, or untreated/treated stormwater samples. We draw linkages between exposure chemicals, differentially expressed genes (DEGs), and reproductive outcomes. This information can help elucidate the nature of the biological processes in *Daphnia* affected by exposure to these two important and chemically complex environmental matrices. Further, our study demonstrates the relative benefits and challenges of employing invertebrate transcriptomics compared to extensive chemical analysis in environmental monitoring.

**Figure 1:**
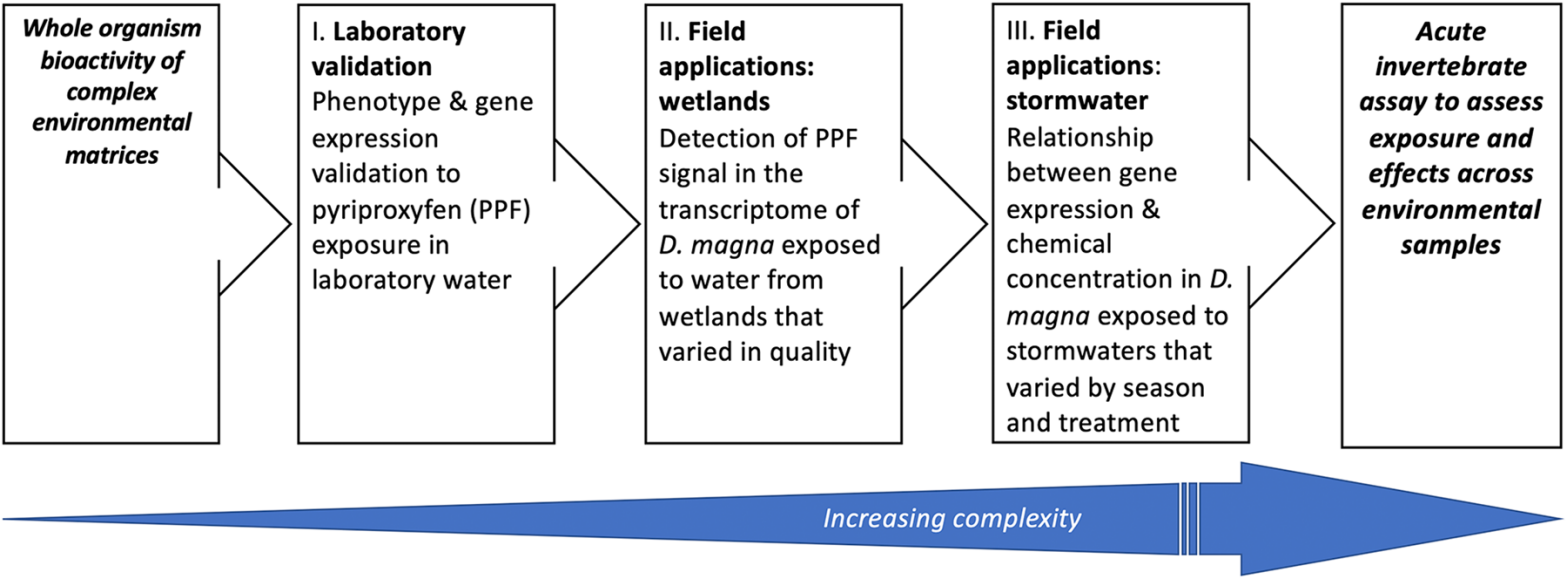
Conceptual diagram showing the three experimental steps of increasing complexity that were used to investigate the performance of an acute *Daphnia magna* transcriptomics assay for water quality.

## METHODS

### Experimental design

*Daphnia magna* was selected as the model organism for the present study because it is regularly used in environmental toxicity testing and environmental monitoring programs. In addition, the genome (Lee et al., 2019) and transcriptome (Orsini et al., 2016) of *D. magna* were recently sequenced and partially annotated. Our experimental study involved three components (Figure 1): 1) laboratory validation, a laboratory study to develop a low‐effects concentration of pyriproxyfen for male neonate production in laboratory‐reared *D. magna* for use as a reference compound for transcriptomic effects in subsequent wetland studies; 2) field applications (wetlands), exposure of laboratory‐reared *D. magna* to samples collected from wetlands with different indices of biological integrity (IBIs) based on macroinvertebrate and plant communities (Genet & Bourdaghs, 2006); and 3) field applications (stormwater), exposure of laboratory‐reared *D. magna* to water samples collected from stormwater management infrastructural locations that differed by upstream/downstream within‐catchment position and presence/absence of iron‐enhanced sand filtration (IESF) stormwater control measure (SCM) treatment. Daphnid RNA for Components 2 and 3 was sequenced. The use of a reference compound (pyriproxyfen) was especially important in our studies because our exposure waters were from environmental sources that inevitably contained a mixture of bioactive chemicals. If the transcriptomic effects of pyriproxyfen were undetectable in the exposing mixtures, then the challenges of using RNAseq to detect the specific bioactivity of unknown mixtures as part of environmental monitoring programs, for example, in *Daphnia*, would be highlighted. In addition, assessing the transcriptomic response to uncharacterized mixtures in the presence of a compound with characterized effects (pyriproxyfen) may provide clues regarding the presence of other similarly acting chemicals in the mixture.

### Laboratory rearing of *D. magna*

Live *D. magna* (purchased from Carolina Biological Supply) were placed into aerated St. Cloud State University well water and maintained as an experimental culture under a 16:8‐h light:dark photoperiod. All test water conditions were within Organisation for Economic Co‐operation and Development (OECD) Test No. 211 (OECD, 2012) guidelines. *Daphnia magna* were fed yeast–cerophyll–trout chow produced in‐house using a modified version of USEPA Method 1002.0. Twenty grams of trout chow (Wards Science) were aerated in 2 L of ultrapure water for 7 days, and 20 g of cereal leaves (Carolina Biological Supply) in 2 L of ultrapure water were stirred for 24 h. Each preparation was passively settled for 30 min, then strained through a fine mesh filter, combined with 20 g of yeast, resuspended in 2 L of ultrapure water, and frozen (−20 °C).

### Experiment 1, laboratory validation: Phenotype and gene expression validation to pyriproxyfen exposure in laboratory water

#### Experimental procedures

An exposure concentration–response curve was generated for the effect of pyriproxyfen on male neonate production to determine a lowest‐observed‐effect concentration (LOEC) or a 25% effect concentration (EC25) for use in subsequent wetland experiments. Experimental procedures broadly adhered to OECD Test No. 211 (OECD, 2012) but were limited to a 16‐day exposure period. *Daphnia magna* neonates (<24 h old) were randomly distributed among seven treatment groups (0, 29, 59, 89, 119, 179, and 239 ng/L pyriproxyfen), with each treatment group consisting of forty 50‐ml beakers, each with 40 ml of treatment water and three neonates. Evaporated water was replenished daily to maintain nominal pyriproxyfen concentrations, and organisms were transferred to new treatment solutions every fourth day. On each treatment renewal day, pyriproxyfen (in 96% ethanol) was serially diluted. Each day during the 16‐day experiment, newly hatched neonates were sexed under 10× magnification based on the presence (males) or absence (females) of enlarged primary antennae (Ebert, 2005) and then discarded. Samples (1 L) from representative stock solutions made for each exposure concentration were analyzed for pyriproxyfen as described in the section *Chemical contaminants: Organic chemicals*. *Daphnia magna* survival rates for each treatment group were at least 94%. The LOEC and 10th, 20th, 25th, and 50th percentile effective concentrations associated with a statistically significant increase in male neonates (percentage) compared to controls were calculated. The LOEC was used in subsequent wetland experiments.

### Experiment 2, field applications, wetlands: Detection of a pyriproxyfen signal in the transcriptome of *D. magna* exposed to water from wetlands that varied in quality as quantified by an IBI

#### Wetland sampling design

In July 2015, six wetlands across the state of Minnesota were sampled based on their IBI score. Based on their IBI scores (Supporting Information, Table S1), three were high‐ and three were low‐quality wetlands. Samples (1 L per amber glass bottle) were collected 5–15 cm below the water surface from areas with minimal emergent vegetation, transported on ice in coolers, and stored frozen (−20 °C) in amber glass bottles. Water quality parameters were recorded at the time of sample collection (Supporting Information, Table S1).

#### Exposure of laboratory‐reared *D. magna* to wetland water samples

Water collected from the six wetlands was thawed for these experiments and filtered through Whatman #1 filters (11 µm; Sigma‐Aldrich) to remove coarse debris from the samples. Treatment groups (*n* = 15) included water from each wetland spiked with either 119 ng/L pyriproxyfen (in 96% ethanol) or ethanol vehicle control, laboratory water spiked with 119 or 239 ng/L pyriproxyfen, and a laboratory water‐only control group. For each treatment group, 10 replicate 50‐ml beakers, each containing three *D. magna* (<24 h old) and 40 ml of treatment water, were exposed for 96 h. Treatment‐specific water in each beaker was replenished daily to replace evaporated water. Laboratory water chemistry (dissolved oxygen, pH, specific conductivity, temperature) was measured daily to verify compliance with OECD 211 (OECD, 2012).

#### RNA extraction

At the end of the 96‐h exposure period, to obtain sufficient RNA quantity for sequencing, the 30 treated (less 0%–7% mortality) neonates were randomly divided into five groups of five individuals, then stored in 100 µl of RNAlater (catalog no. R0901; Sigma‐Aldrich) at −80 °C until RNA extraction. RNA was extracted by sonication (30 s), followed by extraction using the PureLink RNA Mini Kit (catalog no. 12183018 A; Thermo Fisher Scientific).

### Experiment 3, field applications, stormwater: Relationship between gene expression and chemical concentration in *D. magna* exposed to storm waters that varied by season and upgradient/downgradient within‐catchment position and presence/absence of IESF treatment

#### Stormwater sampling design

Nine sampled stormwater locations (Supporting Information, Table S2) comprised three representatives each of three different stormwater management infrastructural site types: *PIPE‐Untreated*, which represented untreated stormwater from relatively large catchments just above the various receiving waters (i.e., downstream within‐catchment position); *IESF‐Untreated*, which represented untreated stormwater influent to three IESFs that were relatively upgradient in their catchment; and *IESF‐Treated*, which represented the corresponding (paired) IESF‐treated effluents. Three seasonal runoff event “types” were sampled (*n* = 29 total stormwater samples): spring rainfall (April), early summer rainfall (May), and late summer rainfall (September). The actual sampling dates were selected based on antecedent and predicted weather and catchment conditions, anticipated contaminant profiles, and/or exposure periods of interest (e.g., early summer runoff would reflect urban and preemergent crop pesticide applications and near‐peak growth). Samples were collected in accordance with previously described chemical and biological methods (Fairbairn et al., 2018; Westerhoff et al., 2018). Water for *D. magna* exposures was collected in precleaned 1‐L polytetrafluoroethylene containers. Water quality parameters were recorded at the time of sample collection.

#### Exposure to stormwater samples

Exposure and RNA extraction procedures for stormwater and wetland samples were similar, except that no stormwater samples were spiked with pyriproxyfen.

#### Standard parameters of water chemistry

Wetland and/or stormwater samples were examined for basic water chemistry parameters in three ways. First, field measurements (pH, specific conductivity, temperature [°C], dissolved oxygen [milligrams per liter]) were taken with a YSI 556 MPS sonde. Second, wetland samples were evaluated by the Minnesota Department of Health Laboratory for suspended solids (SM2540, D‐1997), total alkalinity (SM2320, B‐1997), sulfate and chloride (USEPA 300.1), total nitrate + nitrite (USEPA 353.2), total phosphorus (SM4500‐PI[F]), total Kjeldahl nitrogen (USEPA 351.2), and total organic carbon (SM5310, C‐2000). Third, stormwater samples were analyzed for nutrients (total nitrogen, nitrate/nitrite‐N [NO_*x*_], ammonium‐N [NH_4_^+^], and total phosphorus) by the USEPA Mid‐Continent Ecology Division by standard methods (American Public Health Association & Water Environment Federation, 2005) and for anions (Br^−^ and Cl^−^ [USEPA, 2007] by Legend Technical Services).

#### Chemical contaminants: Organic chemicals

The concentrations of pyriproxyfen spiked into wetland waters used for laboratory exposures were confirmed by gas chromatography–tandem mass spectrometry (method WAU‐100) at the Minnesota Department of Agriculture Laboratory. Stormwater samples were analyzed for pyriproxyfen and a large suite of organic contaminants by the US Geological Survey's (USGS's) National Water Quality Laboratory; see Supporting Information, Table S3, and Fairbairn et al. [2018] for details). Briefly, analytical chemistry methods included USGS methods for approximately 400 CECs and other organics including pesticides, pharmaceuticals, and commercial‐residential products (Furlong et al., 2014; Sandstrom et al., 2016; Zaugg et al., 2006).

#### Chemical contaminants: Metals

Stormwater samples were analyzed for trace metals (Ag, As, Ba, Cd, Cr, Cu, Fe, Hg, Ni, Pb, Se, Zn) with USEPA Method 200.8 using inductively coupled plasma‐mass spectrometry by Legend Technical Services (USEPA, 1994).

#### Phenotype bioassays of stormwater samples

Bioassays included phenotyping for reproduction and survival, as described (Westerhoff et al., 2018). Throughout the experiment, all beakers were inspected daily for mortality, with dead animals removed immediately. With the onset of reproduction, the total number of neonates was counted daily. Neonates were removed from beakers and sexed under 10× magnification as males spotted enlarged antennule (Ebert, 2005).

### Analysis of gene expression

#### RNAseq procedures

Strand‐specific messenger RNA libraries were created for each total RNA sample of pooled daphnia (*n* = 5 individual neonates per replicate sample; five groups per treatment). Illumina HiSeq 2500, Ver 4, chemistry in high‐output mode to obtain 10 million reads per library, 50‐bp paired end (2 × 50), was employed.

#### RNA data processing

Raw sequences were evaluated via FastQC (Andrews, 2010) to determine the baseline quality of the sequencing results. To improve these overall statistics, reads were trimmed to remove Illumina‐specific adapter sequences and low‐quality sequences or sequence tails using the Trimmomatic software (Bolger et al., 2014). FastQC was run again to verify that only high‐quality sequences were retained. High‐quality sequences were then mapped to *D. magna* reference transcripts using Kallisto (Bray et al., 2016), a kmer‐based mapper. Kallisto produces a matrix of read counts with transcripts along one axis and samples along the other. To produce a data set for direct differential expression analysis, each cell of this matrix was rounded to the nearest integer value to be compatible with the DESeq 2 algorithm (Love et al., 2014; an R Package available through Bioconductor). To produce a data set to identify minimal gene signatures separating conditions, each read count was divided by the total reads counted for that sample, producing a fractional matrix. All genes that showed no variance in any one data set were removed from analysis for all data sets to ensure cross‐data set comparability. 

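The experiments can be compared through their laboratory controls, which saw no wetland water, stormwater or pyriproxyfen. There were 5 such libraries in the wetland experiment and 21 in the stormwater experiment, each from a pool of 5 neonates. Between them, 1053 transcripts differed by an absolute log2 fold change over 2 and an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 555 of them higher and 498 lower in the wetland experiment. With DESeq2 in place of edgeR the number was 1127. With each of the 5 controls of the wetland experiment left out in turn, it lay between 719 and 919. The libraries of the wetland controls were 1.1 times as deep by their medians (permutation test, 2-sided, p = 0.00725). No transcript with a mean of at least 5 CPM (counts scaled to a common library total) in one experiment was at 0 in every library of the other.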

Initial comparisons indicated a modest batch effect between the wetland and stormwater samples. A linear model was therefore used to identify and remove batch variance that may have been a result of employing two different genetic backgrounds for each study.

### Statistical analyses

#### Pyriproxyfen concentration–response analysis

The LOEC was determined by comparing the percentage of male neonates produced in each treatment level to controls using Wilcoxon's rank‐sum pairwise testing. Concentration–response modeling was performed in R (R Foundation for Statistical Computing, 2020) with the drc package v3.0‐1 (Ritz et al., 2015) to determine effective concentrations at *x*% (EC*x*) for the increased number of male neonates with pyriproxyfen concentration. A binomial two‐parameter log‐logistic model was used to estimate slope and intercept; the upper and lower limits of the model were fixed to 0 and 1, respectively (Ritz et al., 2015).

#### Analysis of the DEG and gene ontology enrichment analysis

To identify DEGs between distinct conditions based on a reference set of 36,992 transcripts DeSeq 2 was used. A DEG was a gene whose expression was >log 2‐fold above or below its respective control at a false discovery rate–adjusted *p* value of 0.05 (*p*_adj_ < 0.05). Several sets of DEGs were produced for subsequent analysis. We employed three methods to analyze global gene expression by treatment group. Among DEGs, enrichment of gene ontology (GO) terms was calculated via a standard hypergeometric test with Bonferroni multiple‐hypothesis correction.

#### Heat mapping

Heat maps were created to highlight pairwise correlation between samples and to show the clustering of selected DEGs via logistic regression and least absolute shrinkage and selection operator (LASSO). Pairwise correlations were calculated using the base R “cor” function and plotted using the base R “heatmap” function. The logistic regression selected genes were plotted using the “ComplexHeatmap” package available through Bioconductor.

#### Principal components analysis

Principal components were calculated using the “prcomp” function in base R with default parameters.

#### Machine learning/logistic regression

The “cv.glmnet” (Friedman et al., 2010) function of the “glmnet” R package was used to perform logistic regression with LASSO regularization and 10‐fold cross‐validation on each of the sample sets. The sample versus gene matrix was centered and scaled on a per sample basis. The response vectors varied to select genes associated with different conditions. These included “pyriproxyfen,” “Location,” and “Category” information from the wetland samples and “Season” and “Site Type” for the stormwater samples. Repeated label randomization was used as a secondary check of the predictive power of the models.

#### Canonical redundancy analysis

Canonical redundancy analysis (RDA) is useful to identify relationships between multiple predictor and multiple response variables while removing redundant effects of covariates (Oksanen, 2015). The RDA and associated plotting of stormwater sample data was performed in R (R Foundation for Statistical Computing, 2020) with the vegan (Oksanen et al., 2019) and adespatial (Dray et al., 2020) packages. Predictor variables comprised individual in situ parameters (e.g., IESF treatment status, developed land‐use percentages), chemicals (e.g., Ba, Cl), and chemical classes (e.g., agricultural herbicides, polycyclic aromatic hydrocarbons [PAHs]) as ranked concentrations, with each chemical or chemical class as a separate predictor. Predictors were structured as ranked concentrations (for individual chemicals) or as the sum of ranked concentrations (for chemical classes). Response variables included *D. magna* phenotype parameters (both RDA models; i.e., survival, reproduction, male offspring) and gene transcripts that were retained as significant in the various logistic regression models of stormwater, wetland, and pyriproxyfen exposure groups (first RDA model) and stormwater exposure groups (second RDA model). All variables were Hellinger‐transformed for RDA (Oksanen, 2015). Model selection was based on the stepwise forward addition procedure and the optimized Akaike's information criterion.

#### Analysis of pyriproxyfen as an internal standard for gene expression in complex matrices

Four DEG sets were produced to evaluate pyriproxyfen as an internal standard for gene expression in the wetland studies: DEG1, wetland water versus laboratory water without pyriproxyfen addition; DEG2, pyriproxyfen‐treated versus control laboratory water; DEG3, pyriproxyfen‐treated versus control wetland waters; and DEG4, wetland water versus laboratory water with pyriproxyfen addition. We then employed both unsupervised and supervised processes to evaluate gene expression. For the unsupervised process, DEG2 and DEG3 sets were intersected to identify DEGs common to both conditions and thus reflective of pyriproxyfen‐specific effects. We then assessed whether these genes may be functionally involved with a mode of action relevant to pyriproxyfen, MfR agonist with subsequent hemoglobin production (Rider et al., 2005) and sex determination (Olmstead & LeBlanc, 2003). For the supervised process, all DEG sets were probed for the presence of DEGs associated with pyriproxyfen's mode of action under the hypothesis that only DEG Sets 2–4 would contain such DEGs. If DEGs associated with pyriproxyfen's mode of action were present in all treatment groups in which pyriproxyfen addition was included, it was considered evidence for a working internal standard in laboratory water and complex matrices like wetland waters.

## RESULTS AND DISCUSSION

### Experiment 1, laboratory validation: Determination of an effect concentration for male neonate production in laboratory‐reared *D. magna* by pyriproxyfen exposure

The proportion of males increased with pyriproxyfen concentration in laboratory waters (Figure 2) and resulted in a LOEC of 119 ng/L and EC10, EC25, and EC50 values of 70.1 (standard error of the mean [SEM] = 5.0), 118.3 (SEM 5.7), and 199.5 (SEM 13.3) ng/L, respectively. Although more male neonates were produced at a treatment level of 59 ng/L compared to controls (*p* = 0.008), male neonates were not produced at every treatment level until the concentration reached 119 ng/L. Nominal EC*x* values appear to have been higher than measured EC*x* values (Supporting Information, Figure S1, adjusted *R* ^2^ = 0.78, *β*_1_ = 0.47, *p* < 0.0001), but because we only measured pyriproxyfen concentrations in stock solutions, we report nominal EC50 values. The nominal EC50 of 199.5 ng/L is higher than previously reported values. However, using the regression equation shown in Supporting Information (Figure S1) to adjust nominal concentrations to estimated concentrations, we obtained EC10, EC25, and EC50 values of 51.1 (SEM 2.9), 75.7 (SEM 2.7), and 112.1 (SEM 5.6) ng/L, respectively; these values concur with previously reported values. An EC50 of approximately 55 ng/L was reported by Matsumoto et al. (2008) using 13‐day‐old daphnids exposed for 24 h, while an EC50 of approximately 100 ng/L was found after 21 days of exposure by Tatarazako et al. (2003). Our data are consistent with what is known about the biology of sex determination in daphnids. For example, the timing of juvenile hormone or juvenile hormone analog exposure is critical (Abe et al., 2015; Kato et al., 2010). Although Tatarazako et al. (2003) exposed <24‐h‐old daphnids for 21 days and we exposed the same age class for 16 days, each study likely covered the critical sex determination exposure period (7–8 h prior to ovulation) given the similar EC50s between their study (100 ng/L) and ours (112.1 ng/L, adjusted).

**Figure 2:**
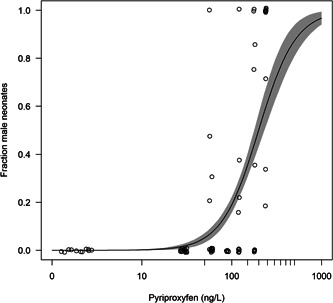
Increased proportion of male *Daphnia magna* neonates with nominal pyriproxyfen exposure concentration. Data points (*n* = 40 per exposure concentration) have been jittered in the *x* and *y* directions. Values <10 ng/L pyriproxyfen are 0 ng/L (nominal). Gray shading indicates 95% confidence intervals about the mean.

### Experiment 2, field applications, wetlands: Evaluation of gene expression in laboratory‐reared *D. magna* exposed to water collected from wetlands of varying quality, with and without pyriproxyfen addition

#### Detection of a pyriproxyfen gene expression signal in complex mixtures

The detection of stressor‐responsive genes that are informative of specific downstream physiological and organismal effects in *D. magna* exposed to complex aqueous matrices can be challenging if the stressors interact at the level of gene expression. To address this concern, we incorporated the well‐studied juvenile hormone analog pyriproxyfen into our studies (Matsumoto et al., 2008; Olmstead & LeBlanc, 2003). The effect of wetland waters with and without pyriproxyfen addition was examined to determine if gene expression due to pyriproxyfen exposure in laboratory‐reared *D. magna* was detectable in environmental waters that potentially contain numerous bioactive chemicals. 

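Expression was measured by strand-specific messenger RNA sequencing of pools of 5 neonates after 96 h of exposure, and each pool gave 1 library. The wetland experiment has 69 libraries in 15 groups. There were 5 libraries each of laboratory water with 0, 119 and 239 ng/L pyriproxyfen, 30 libraries of water from 6 wetlands without pyriproxyfen (5 per wetland) and 24 libraries of the same waters with 119 ng/L (3 to 5 per wetland). Of the 6 wetlands, 3 belong to the high and 3 to the low category of the index of biotic integrity (IBI), a score of wetland quality. The paper's methods name an ethanol vehicle control for the wetland waters and a water-only control for the laboratory water, so the unspiked wetland and laboratory waters differed in the carrier as well as in the water. The authors trimmed the reads, assigned them to D. magna reference transcripts with Kallisto and deposited the estimated count of each transcript in each library, without normalization. Kallisto divides a read that fits several near-identical transcripts among them, so members of a gene family share reads and their single values are uncertain. The deposited table holds 29127 transcripts, and the paper names 36992 reference transcripts. The counts summed to between 6693442 and 15037010 per library, with a median of 12017319, and the values here use these sums. The paper's methods give the depth only as a round number of reads for every library. In laboratory water the median was 11676257 without pyriproxyfen (10112584 to 13070549), 10094672 with 119 ng/L (7245298 to 14059337) and 13072472 with 239 ng/L (8742361 to 14986091). In wetland water it was 12148954 without pyriproxyfen (6771613 to 15037010) and 12399472 with 119 ng/L (6693442 to 14425582). A floor of 3 counts corresponds to between 0.2 and 0.448 CPM at these depths, and such floors cover counting error only. The estimated counts were rounded to whole numbers, since 31.4% of the deposited values were not whole. Transcripts without variance in one or both of the experiments were left out, as the paper's methods describe, which kept 26256. Groups were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment after TMM normalization, and a differentially expressed gene (DEG) is a transcript with an adjusted p-value under 0.05 and an absolute log2 fold change over 2, the thresholds of the paper. The number of DEGs can change with the test (the authors used DESeq2), the normalization and the filter on low counts. None of 499 pairs of replicate libraries held identical values, and the lowest chi-square per degree of freedom between the counts of a pair was 16.6, so each library was counted once as its own replicate.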

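Between 30 libraries of wetland water and 5 of laboratory water, all without added pyriproxyfen, 50 of 25989 tested transcripts were DEGs with a higher and 78 with a lower level in wetland water. DESeq2 gave 327 DEGs, 292 higher and 35 lower. Of the paper's 97 DEGs of this comparison, 26 (26.8%) were DEGs in the edgeR fit and 93 with DESeq2. With 1 laboratory water library left out at a time, the count was 26 without replicate 4, 66 without replicate 3 and 77 without replicate 2. It was highest without replicate 1, at 61 higher and 91 lower. Leaving out any other replicate left few DEGs higher in wetland water, so the number higher rests on single controls. The DEG with the largest rise was Dapma7bEVm022841 (uncharacterized protein), which had a count of 0 in all 5 laboratory water libraries and 9.83 ± 10.5 CPM (SD, n = 30) in wetland water. It was at least 33.1-fold higher there than the floor in laboratory water (adjusted p = 0.0494 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and was a DEG in 4 of 10 alternatives. The DEG with the largest fall was Dapma7bEVm011064 (di-domain hemoglobin precursor), with 97.1 ± 70.3 CPM (SD, n = 5) in laboratory water and 5.48 ± 16.5 CPM (SD, n = 30) in wetland water, a log2 fold change of -4.24 (standard error 0.73, adjusted p = 0.000666 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Members of the hemoglobin family can share reads.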

There were 97 DEGs (*p*_adj_ < 0.05, log fold change > |2.0|; 81 up, 16 down) from exposure to wetland waters compared to laboratory waters (DEG Set 1, reflecting no pyriproxyfen additions). Addition of pyriproxyfen at EC25 (119 ng/L) to laboratory waters resulted in 1487 (514 up, 973 down) DEGs compared to controls (DEG Set 2), while the addition of pyriproxyfen to wetland waters resulted in 230 DEGs (103 up, 127 down) compared to unspiked wetland waters (DEG Set 3). 

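In laboratory water, 1186 of 24858 tested transcripts were DEGs between the 5 libraries with 119 ng/L pyriproxyfen and the 5 without, 401 higher and 785 lower with pyriproxyfen. DESeq2 gave 1475, and leaving out each of the 10 libraries in turn gave between 926 and 1414. The largest rise was that of Dapma7bEVm009453 (conserved protein), from 0.292 ± 0.393 CPM (SD, n = 5), near the floor, to 1130 ± 306 CPM (SD, n = 5), a log2 fold change of 11.69 (standard error 0.98, adjusted p = 7.55e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The largest fall was that of Dapma7bEVm003799 (fibrinogen and fibronectin), which was at or under the floor in all 5 libraries with pyriproxyfen and at 78.9 CPM on average without it, at least 191-fold lower with pyriproxyfen (adjusted p = 0.00758 from the same test). In wetland water, 291 of 26166 tested transcripts were DEGs between 24 libraries with 119 ng/L and 30 without, 49.8% of them higher with pyriproxyfen. The lowest of its alternatives was 48 DEGs, from counts summed per wetland. The largest rise was that of the hemoglobin precursor Dapma7bEVm011064, with 701 ± 623 CPM (SD, n = 24) in wetland water with pyriproxyfen and a log2 fold change of 7.01 (standard error 0.63, adjusted p = 2.53e-11 from the same test). The largest fall was that of Dapma7bEVm021184 (uncharacterized protein), from 119 ± 127 CPM (SD, n = 30) to 1.3 ± 2.58 CPM (SD, n = 24), a log2 fold change of -6.63 (standard error 0.81, adjusted p = 4.07e-08 from the same test). Of the paper's DEGs of the laboratory and wetland comparisons, 1175 (79%) and 210 (91.3%) were also DEGs here.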

A comparison of gene expression from exposure to pyriproxyfen in wetland waters compared to exposure to pyriproxyfen in laboratory waters resulted in a finding of 1180 DEGs (111 up, 1069 down; DEG Set 4; Supporting Information, Table S4). 

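With 119 ng/L pyriproxyfen in both waters, 1028 of 25771 tested transcripts were DEGs between 24 wetland and 5 laboratory water libraries. Of these, 899 were higher in wetland water and the rest lower. DESeq2 gave 1182 DEGs, 1068 of them higher. Each laboratory water library left out in turn gave between 691 and 788 DEGs. Dapma7bEVm003799, which was under the floor in laboratory water with pyriproxyfen, was at 101 CPM on average in wetland water with pyriproxyfen, at least 245-fold higher (adjusted p = 0.000133 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Dapma7bEVm009165 (uncharacterized protein) fell from 120 ± 56.7 CPM (SD, n = 5) in laboratory water to 4.24 ± 9.71 CPM (SD, n = 24) in wetland water, a log2 fold change of -4.80 (standard error 1.01, adjusted p = 0.00291 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This set and that of 119 against 0 ng/L in laboratory water share the 5 laboratory libraries with 119 ng/L, so that a chance value in those libraries would enter both.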

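Of 24796 transcripts tested both in laboratory water and in wetland water for 119 against 0 ng/L pyriproxyfen, 24 were DEGs in both comparisons. By chance, 13.9 would be expected (hypergeometric test, p = 0.00695; transcripts are not independent of each other). Of the 24, 2 were higher with pyriproxyfen in both waters, 6 were lower in both and 16 went in opposite directions. DESeq2 moved this number most among the settings with the same threshold, to 46, of which 6 were higher in both, 21 lower in both and 19 opposite. The comparisons share no library.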

There were 43 DEGs in common between DEG Sets 2 and 3 (“intersection gene set”; Supporting Information, Table S5). Of the 43 genes (15 had annotations), none appeared to be functionally associated with pyriproxyfen's mode of action. 

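Of the 43 transcripts of Table S5, 5 were higher and 20 lower with pyriproxyfen in both waters, and 18 changed in opposite directions. In laboratory water 23 of them had an adjusted p-value under 0.05 over all transcripts (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 40 when adjusted over the list alone. In wetland water these numbers were 42 and 43. The list was chosen by the paper on these libraries, so the count over the list alone is not independent evidence. Log2 fold changes ranged from -7.92 to 8.17 in laboratory water and from -6.63 to 5.68 in wetland water.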

The full count of overlapping DEGs can be found in Supporting Information, Figure S2.

Although the intersection gene set did not indicate the occurrence of identifiable pyriproxyfen responsive genes, we did detect a gene in DEG Set 2 that may play a role in an adverse outcome pathway (AOP) currently being developed (Song & Tollefsen, 2021). This AOP, *Juvenile hormone receptor agonism leading to male offspring induction associated population decline*, describes a pathway that is initiated by the interaction of juvenile hormone (methyl farnesoate in crustaceans) or a juvenile hormone analog such as pyriproxyfen with methoprene‐tolerant (Met) receptor (which we refer to as *MfR* per LeBlanc et al. [2013]), followed by up‐regulation of doublesex1 (*DapmaDsx1*), induction of the male reproductive tract, and subsequent male‐dominated offspring (presumably leading to population decline). In DEG Set 2, the gene set arising from daphnids exposed to pyriproxyfen in laboratory water, doublesex‐ and mab‐3‐related transcription factor 3 (gene Dapma7bEVm005257, which maps to daphplx:hxJGI_V11_22526 and is a close match to Doublsex1 in the *Daphnia pulex* genome) was log fold change 2.55 higher in pyriproxyfen‐exposed compared to unexposed daphnids (*p*_adj_ < 0.0001). 

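Dapma7bEVm005257 stood at 15.4 ± 2.28 CPM (SD, n = 5) in laboratory water without pyriproxyfen and at 95.2 ± 53.1 CPM (SD, n = 5) with 119 ng/L. The log2 fold change was 2.56 (standard error 0.39, adjusted p = 0.00213 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It stayed between 2.29 and 2.74 with each library left out in turn, and the transcript was a DEG in 15 of 16 alternatives. All 5 libraries with pyriproxyfen lay above all 5 without (exact permutation test on log2(CPM + 1), 2-sided, p = 0.00794, the smallest p that 5 libraries against 5 allow; Benjamini-Hochberg adjusted 0.0272 over 48 tests of 6 transcripts). Against the 21 laboratory controls of the stormwater experiment none of the 5 lay above all (exact permutation test, 2-sided, p = 0.0391, adjusted 0.0794), and the mean CPM of the 6 spring controls among these was above that with 119 ng/L, with an SD above the mean. The authors' counting could divide reads between this transcript and other members of its family.

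**Figure D1:**
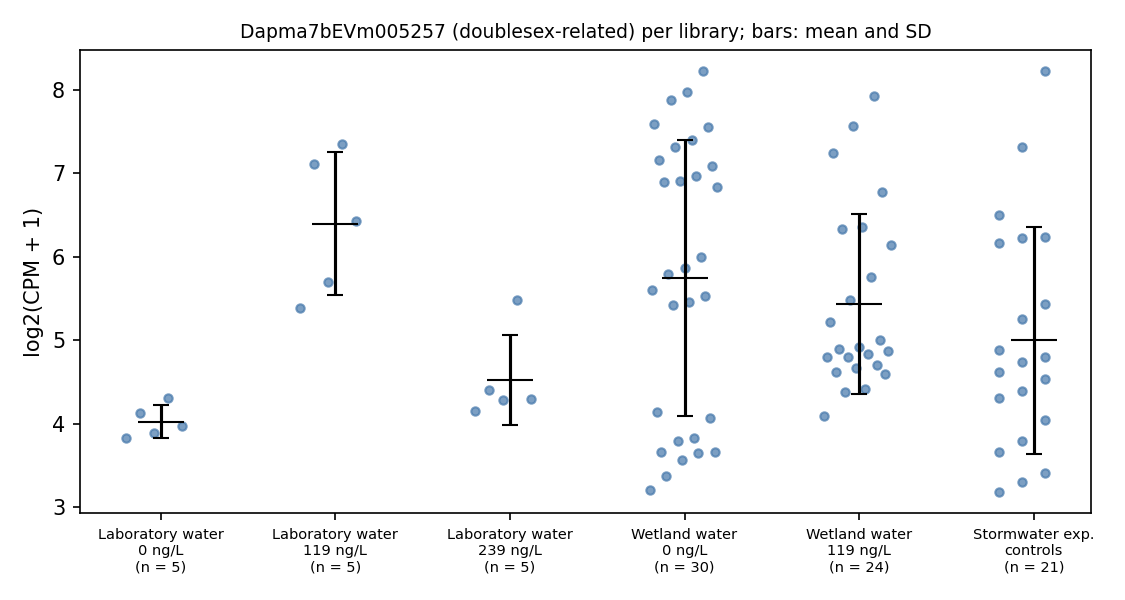
Expression of Dapma7bEVm005257 as log2(CPM + 1) in each library (points) of laboratory water with 0, 119 and 239 ng/L pyriproxyfen, wetland water with 0 and 119 ng/L and the controls of the stormwater experiment, with the mean and SD of each group. The 5 libraries of laboratory water with 119 ng/L sit above the 5 without pyriproxyfen, and the wetland libraries spread over the range of both.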

Somewhat surprisingly, this gene was also a DEG in DEG Set 1 in which pyriproxyfen exposure was not used. 

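In the 30 wetland libraries without pyriproxyfen Dapma7bEVm005257 was at 90.3 ± 82.9 CPM (SD, n = 30), with 20 of the 30 above all 5 laboratory water libraries. The log2 fold change against laboratory water was 2.42 (standard error 0.82), with an adjusted p of 0.14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of 10 alternatives, only DESeq2 called it a DEG (adjusted p = 0.00644 from its Wald test with Benjamini-Hochberg adjustment; the adjusted p ranged from 0.00644 to 0.296 over the 10). A permutation test of the libraries' log2(CPM + 1) gave p = 0.026 (2-sided, Benjamini-Hochberg adjusted 0.0594 over the same 48 tests).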

Given that pyriproxyfen is registered (USEPA, 2007, 2018) and used (CDC, 2020) for larval mosquito control and has been successful in controlling mosquitos (Hustedt et al., 2020), it is possible it was used in the study locations and thus present in sampled waters. However, it is more likely that another juvenile hormone analog like methoprene was in wetland waters in Minnesota because it is used in that location (Metropolitan Mosquito Control Center, 2022). The presence of either chemical could have stimulated the up‐regulation of Doublesex1, but we did not analyze for pyriproxyfen or other juvenile hormone analogs in wetland waters. This gene is a member of the doublesex/male‐abnormal‐3 related transcription factor gene family (Picard et al., 2015), which is involved with sex determination and sex differentiation. Of the five known genes in this family, only Doublesex1 is known to play a role in sex determination (Kato et al., 2011). Conflicting with this conclusion is the lack of detection in DEG Sets 3 and 4 (pyriproxyfen added) but detection in DEG Set 1 (no pyriproxyfen). However, the clearest signal was found in DEG Set 2 in which pyriproxyfen was added to laboratory control waters. 

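For Dapma7bEVm005257, wetland water with 119 ng/L pyriproxyfen gave 58.5 ± 58.7 CPM (SD, n = 24). Against wetland water without pyriproxyfen the log2 fold change was -0.68 (standard error 0.37, adjusted p = 0.224 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and against laboratory water with 119 ng/L it was -0.77 (standard error 0.51, adjusted p = 0.438 from the same test). Neither difference was larger than the spread between libraries, and the transcript was a DEG in 0 of the 6 and 0 of the 10 alternatives of these comparisons (permutation tests of the libraries' log2(CPM + 1), p = 0.425 and 0.0723). The change from 0 to 119 ng/L in this transcript differed between the waters, with a log2 difference of -3.22 (standard error 0.94, adjusted p = 0.0196 for the interaction from the same test). The laboratory water control lacked the ethanol of the wetland controls, so the carrier may enter this difference. It is therefore not shown that the water changed the effect of pyriproxyfen.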

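At the higher concentration of 239 ng/L in laboratory water, Dapma7bEVm005257 was at 23.6 ± 11.4 CPM (SD, n = 5). The log2 fold change against laboratory water without pyriproxyfen was 0.52 (standard error 0.23, adjusted p = 0.423 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 2 of 5 libraries above all 5 controls (exact permutation test, p = 0.0397, Benjamini-Hochberg adjusted 0.0794 over the 48 tests). Replicate 5 lay apart from the others of its group, at a log2(CPM + 1) of 5.48 against 4.15 to 4.41.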

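Dapma7bEVm001221 varied widely between libraries of one condition. In laboratory water it was at 1130 ± 911 CPM (SD, n = 5) without pyriproxyfen, at 10.6 ± 8.52 CPM (SD, n = 5) with 119 ng/L and between 7.78 and 404 CPM in the 5 libraries with 239 ng/L. In wetland water it was at 618 ± 751 CPM (SD, n = 30) without pyriproxyfen and at 1370 ± 1070 CPM (SD, n = 24) with 119 ng/L. It was lower with 119 ng/L in laboratory water, with a log2 fold change of -6.81 (standard error 1.16, adjusted p = 0.006 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and higher in wetland than in laboratory water at 119 ng/L, by 7.00 (standard error 1.27, adjusted p = 0.000952 from the same test). The log2 fold change was -0.95 between the waters without pyriproxyfen (adjusted p = 0.72 from the same test) and 1.11 between wetland waters with and without it (adjusted p = 0.177 from the same test). For the latter the mean log2(CPM + 1) was higher by 1.9 with pyriproxyfen (permutation test, 2-sided, p = 0.0123, Benjamini-Hochberg adjusted 0.0347 over 48 tests of 6 transcripts).

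**Figure D2:**
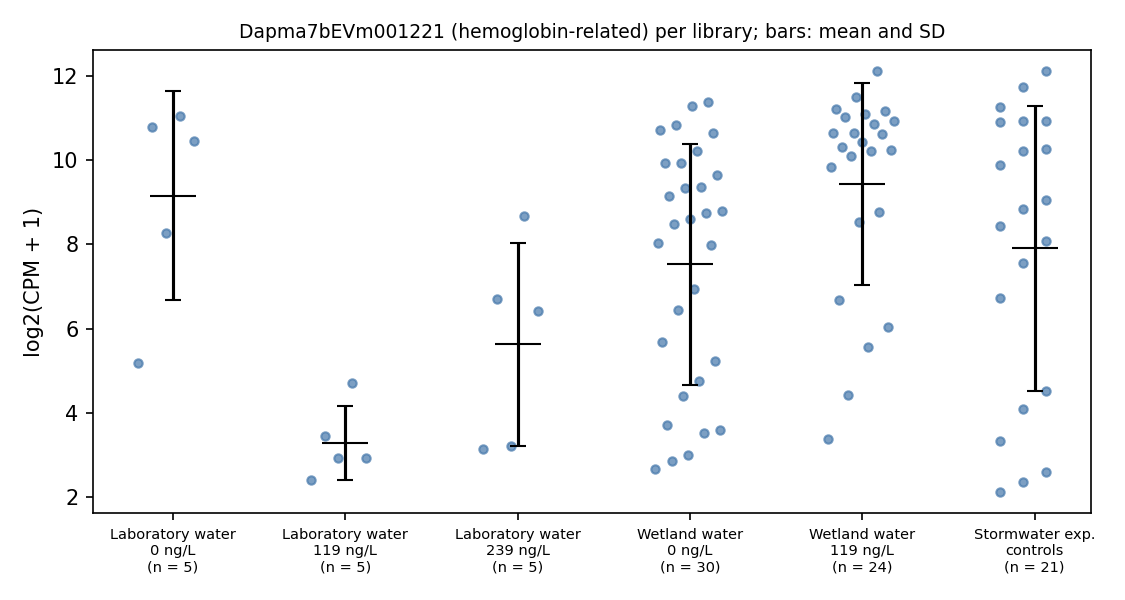
Expression of Dapma7bEVm001221 as log2(CPM + 1) in each library (points) of laboratory water with 0, 119 and 239 ng/L pyriproxyfen, wetland water with 0 and 119 ng/L and the controls of the stormwater experiment, with the mean and SD of each group. The libraries of laboratory water with 119 ng/L lie below those without pyriproxyfen, while the wetland libraries span both.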

Additional DEGs of interest were associated with hemoglobin (e.g., di‐domain hemoglobin precursor, Dapma7bEVm001221). Terpenoid hormones and juvenile hormone analogs such as pyriproxyfen have been shown to increase hemoglobin and hemoglobin genes in exposed daphnids (Eytcheson & LeBlanc, 2018; Rider et al., 2005). It has been hypothesized (Rider et al., 2005) that activation of a methyl farnesoate pathway can stimulate up‐regulation of genes responsible for sex determination (Doublesex1; Kato et al., 2011) as well as hemoglobin production (*Dhb2*; Gorr et al., 2004). We detected genes associated with both pathways (hemoglobin and sex determination) in DEG Sets 1 (wetland vs. laboratory water without pyriproxyfen) and 2 (pyriproxyfen vs. control in laboratory water), whereas only genes associated with hemoglobin production were found in DEG Sets 3 (pyriproxyfen vs. control in wetland waters) and 4 (wetland vs. laboratory water with pyriproxyfen). Therefore, it is difficult to conclude the presence of a consistent pyriproxyfen‐stimulated gene signal in our data. 

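Table S4 names 11 transcripts as globins. Dapma7bEVm001221, which the paper calls a hemoglobin precursor, is not among them, as its name in Table S4 is that of a heme-binding protein. Its log2 fold changes of -6.81 with 119 ng/L in laboratory water and 7.00 between the waters with 119 ng/L lie outside the ranges of the 11 (-2.09 to 4.2 and -3.39 to 4.81). Of the 11, 4 were DEGs between the waters without pyriproxyfen, all 4 lower in wetland water. In laboratory water 2 were DEGs with 119 ng/L, of which Dapma7bEVm020224 fell by 2.09 on the log2 scale and Dapma7bEVm011771 rose by 4.2; these were named after their values were seen. In wetland water 4 were DEGs with 119 ng/L, all higher. Between the waters with 119 ng/L, 9 were DEGs, 7 of them higher and 2 lower in wetland water. Over the list alone, 7, 6, 10 and 9 of the 11 had an adjusted p-value under 0.05 in these comparisons (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The median log2 fold change was -1.70, -0.66, 1.05 and 2.26. At 239 ng/L in laboratory water 0 of the 11 passed and 2 had an unadjusted p-value under 0.05.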

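When the effect of 119 ng/L in wetland water was tested against its effect in laboratory water, 1376 transcripts had an adjusted p-value under 0.05 for the interaction (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and an absolute log2 difference over 2, 995 with the more positive effect in wetland water and 381 with the more negative. Among them, Dapma7bEVm001221 had a log2 difference of 7.89 (adjusted p = 0.00282 from the same test). The carrier may enter these differences too, since the laboratory water control lacked the ethanol of the wetland controls. The paper reasons from which gene sets hold genes of sex determination and which hold hemoglobin genes: genes of both kinds in the sets from unspiked waters and from laboratory water with pyriproxyfen, and only hemoglobin genes in the other sets. From this difference it concludes that a uniform signal of pyriproxyfen is difficult to establish, and it proposes that agonists or antagonists of the methyl farnesoate receptor in the wetland waters may have interacted with pyriproxyfen.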

The wetland waters may have contained MfR agonists and/or antagonists, which can presumably interact with pyriproxyfen, highlighting the complex nature of gene expression analysis of environmental waters. The lack of a fully annotated *D. magna* genome also complicates the interpretation of our data given that many uncharacterized proteins were DEGs that may or may not clarify which pathways were affected by pyriproxyfen exposure in laboratory and wetland waters. Other complicating factors include the use of a different life stage for gene expression studies (0–4 days) compared to the pyriproxyfen dose–response studies (0–16 days) and a reduced sensitivity to pyriproxyfen treatment in the younger daphnids; the younger life stage is likely less sensitive than adults to pyriproxyfen treatments (Abe et al., 2015; Kato et al., 2010). That is, it is possible that our EC50 of 112.1 ng/L for male neonate production (i.e., effective at influencing expression of genes involved with sex determination) determined with 0‐ to 16‐day‐old daphnids may be lower than what is required to stimulate a similar gene expression response in 0‐ to 4‐day‐olds. Nevertheless, our findings do suggest the presence of pathways activated by Met receptor stimulation via pyriproxyfen or other juvenile hormone analogs. Furthermore, global gene expression analysis indicated a unique response to each treatment.

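The sets of wetland against laboratory water without pyriproxyfen and of 119 against 0 ng/L in laboratory water share the 5 unspiked laboratory libraries, and 49 transcripts were DEGs in both, all in the same direction. Across transcripts their log2 fold changes correlated with r = 0.673, and 8 simulations of unchanged groups against the same controls gave a median r of 0.678 and 0 shared DEGs. The sets of 119 against 0 ng/L in laboratory water and of wetland against laboratory water with pyriproxyfen share the 5 libraries with 119 ng/L in laboratory water. Of their 719 shared DEGs 718 went in opposite directions, with r = -0.805 across transcripts against a simulated median of -0.684 and 0 shared DEGs in the simulations. The simulations draw each transcript independently, and transcripts are not independent replicates.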

#### Detection of a water source–specific gene expression signature

Principal component (PC) analysis (PCA) indicated that gene expression was most strongly related to pyriproxyfen exposure rather than IBI and wetland location. 

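Over all 69 libraries, the presence of pyriproxyfen accounted for 4.423% of the variance of log2(CPM + 1) (permutational analysis of variance, 100000 permutations, p = 0.00434), where 1.471% would be expected of any 2 groups. The 7 waters accounted for 12.04% (p = 0.0404 from the same permutation test), where 8.824% would be expected of 7 groups. IBI category accounted for 1.481% of the variance of the 54 wetland libraries (p = 0.62 from the permutation test), less than the 1.887% expected. Relative to what chance gives, pyriproxyfen came to 3.01 times, water to 1.36 times and IBI to 0.785 times. The choice of scale moved the value for pyriproxyfen most, to 29.91% on fractional counts. On the means of the 15 groups in place of libraries, the share of pyriproxyfen was 13.08% (permutation p = 0.0726).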

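Principal components of the 69 libraries were computed on log2(CPM + 1) of 26256 transcripts, centred and not scaled, since the methods name prcomp with its defaults. PC1 held 24.69% of the variance and PC2 22.99%. With each transcript scaled to unit variance they held 12.06% and 9.388%, and on fractional counts 69.54% and 6.847%.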

A PCA with pyriproxyfen and location labels indicated that PC1 was responsible for 12.03% and PC2 9.23% of the variation. 

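On PC1 of log2(CPM + 1), 3 of the 5 libraries with 239 ng/L lay right of 0, with a mean rank of 43.4 among the 69 libraries counted from the left (permutation test of the rank sum, 2-sided, p = 0.3458). The direction of a principal component is arbitrary; it was set so that the mean of the 119 ng/L libraries lay right of the mean of those without pyriproxyfen. Scaled to unit variance, 1 of the 5 lay right of 0, with a mean rank of 27 (permutation p = 0.3718).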

Samples that received pyriproxyfen additions at 239 ng/L tended toward the right side of the plot (*p* < 0.021, sample reassortment over 10,000 iterations with rank‐sum analysis; Figure 3A). 

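Of the 29 libraries with 119 ng/L, 13 lay right and 16 left of 0 on PC1, and of the 35 without pyriproxyfen 16 lay right and 19 left. Libraries with and without pyriproxyfen were not separated on PC1 (permutation test, 2-sided, p = 0.6365) or on PC2 (p = 0.4532 from the same permutation test). With unit variance the 119 ng/L libraries were 18 right and 11 left. On fractional counts 28 lay on one side and 1 on the other, with a permutation p of 1e-05 for added against none, the smallest that 100000 permutations can give.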

Further, more samples treated with 119 ng/L pyriproxyfen plotted on the right (*n* = 19) compared to the left (*n* = 10) side of Figure 3A. There was no clear separation along either axis by IBI category. Furthermore, machine learning identified a logistic regression model containing 16 genes (“modeled gene set”; Table 1) that had strong predictive power for pyriproxyfen status, with a misclassification error <3% (error expected by random chance of 50% and a cutoff of 30.4%, *p* < 0.05; Figure 3B) and showed strong clustering by pyriproxyfen condition (0 vs. 119 ng/L addition; Figure 3C). 

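Neither axis separated the IBI categories of the 54 wetland libraries in a permutation test of the scores (p = 0.6246 for PC1 and 0.8441 for PC2, 2-sided). The 4 other settings gave p between 0.4331 and 0.8693 for PC1 and between 0.2986 and 0.8438 for PC2.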

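A logistic regression with LASSO penalty was refitted to the fractional counts of the 69 libraries, 34 with and 35 without pyriproxyfen, with 10-fold cross-validation repeated over 10 random foldings. The misclassification error in cross-validation was 2.75% ± 0.82 (SD over the 10 foldings, range 1.45% to 4.35%), with 5 to 11 genes in the model. None of 99 models with randomly permuted labels reached this error; their median was 46.4% and their 5th percentile 31.7%. Leaving out whole waters in place of random folds moved the error most, to 11.6% with 23 genes. Of the 16 genes of Table 1, 5 were selected in at least 1 folding and 3 in all 10.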

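With the 34 libraries with and 35 without pyriproxyfen compared with the water as a covariate, all 16 genes of Table 1 had an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 14 lower and 2 higher with pyriproxyfen, with a median log2 fold change of -0.76 and a range of -2.98 to 0.58. All 16 also passed when adjusted over the list alone, which is not independent evidence since the genes were chosen on these libraries. Of the 16, 3 passed the log2 fold change of 2. In all, 207 transcripts were DEGs in this comparison, 86 of them higher with pyriproxyfen. In wetland water alone 14 were lower and 2 higher and all 16 passed. In laboratory water with 119 ng/L the directions were again 14 and 2, and 5 passed over all transcripts and 6 when adjusted over the list alone.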

Thirteen of the genes were expressed at low levels, while the remaining three were at high levels. Gene ontology enrichment for the gene set identified was largely proteolysis‐based, with serine‐type and cysteine‐type endopeptidases being the principle GO terms (Table 1). 

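Dapma7bEVm010862 stood at 6.74 ± 1.04 CPM (SD, n = 5) in laboratory water, 0.727 ± 0.315 CPM (SD, n = 5) with 119 ng/L pyriproxyfen and 0.808 ± 0.513 CPM (SD, n = 5) with 239 ng/L. In wetland water it was at 3.52 ± 1.82 CPM (SD, n = 30) without and 0.501 ± 0.34 CPM (SD, n = 24) with 119 ng/L. The log2 fold change with 119 ng/L was -3.30 in laboratory water (standard error 0.29, adjusted p = 3.98e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -2.87 in wetland water (standard error 0.28, adjusted p = 7.76e-11 from the same test). It was -3.13 with 239 ng/L (standard error 0.39, adjusted p = 0.00629 from the same test). The levels with pyriproxyfen are near the floor. Dapma7bEVm023911 fell from 27.1 ± 13.8 to 6.91 ± 2.07 CPM (SD, n = 5 each) in laboratory water and from 13.9 ± 8 (SD, n = 30) to 1.57 ± 1.09 CPM (SD, n = 24) in wetland water. Its log2 fold changes were -2.06 (standard error 0.37, adjusted p = 0.00525 from the same test) and -3.18 (standard error 0.31, adjusted p = 9.55e-11 from the same test). In laboratory water it passed the log2 threshold in 11 of 16 alternatives, with values from -2.28 to -1.83. For Dapma7bEVm010862 the 5 unspiked laboratory libraries lay above the 21 controls of the stormwater experiment, by 1.97 in log2(CPM + 1) (exact permutation test, 2-sided, p = 4.56e-05, adjusted 0.000438). Those with 119 and 239 ng/L were not distinguishable from these controls (p = 0.56 and 0.638 from the same permutation test). Unexposed animals of the other experiment thus reached similar levels.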

Lastly, there were two genes (Dapma7bEVm010862 [bestrophin] and Dapma7bEVm023911 [uncharacterized protein, GO serine‐type endopeptidase]) that were common to both the intersection gene set as well as the modeled gene set. Seven related GO terms were significantly (*p* < 0.05) enriched (Supporting Information, Table S6); of note, heme binding (GO:0020037) was an enriched term, potentially indicative of a response to pyriproxyfen (Rider et al., 2005).

**Figure 3:**
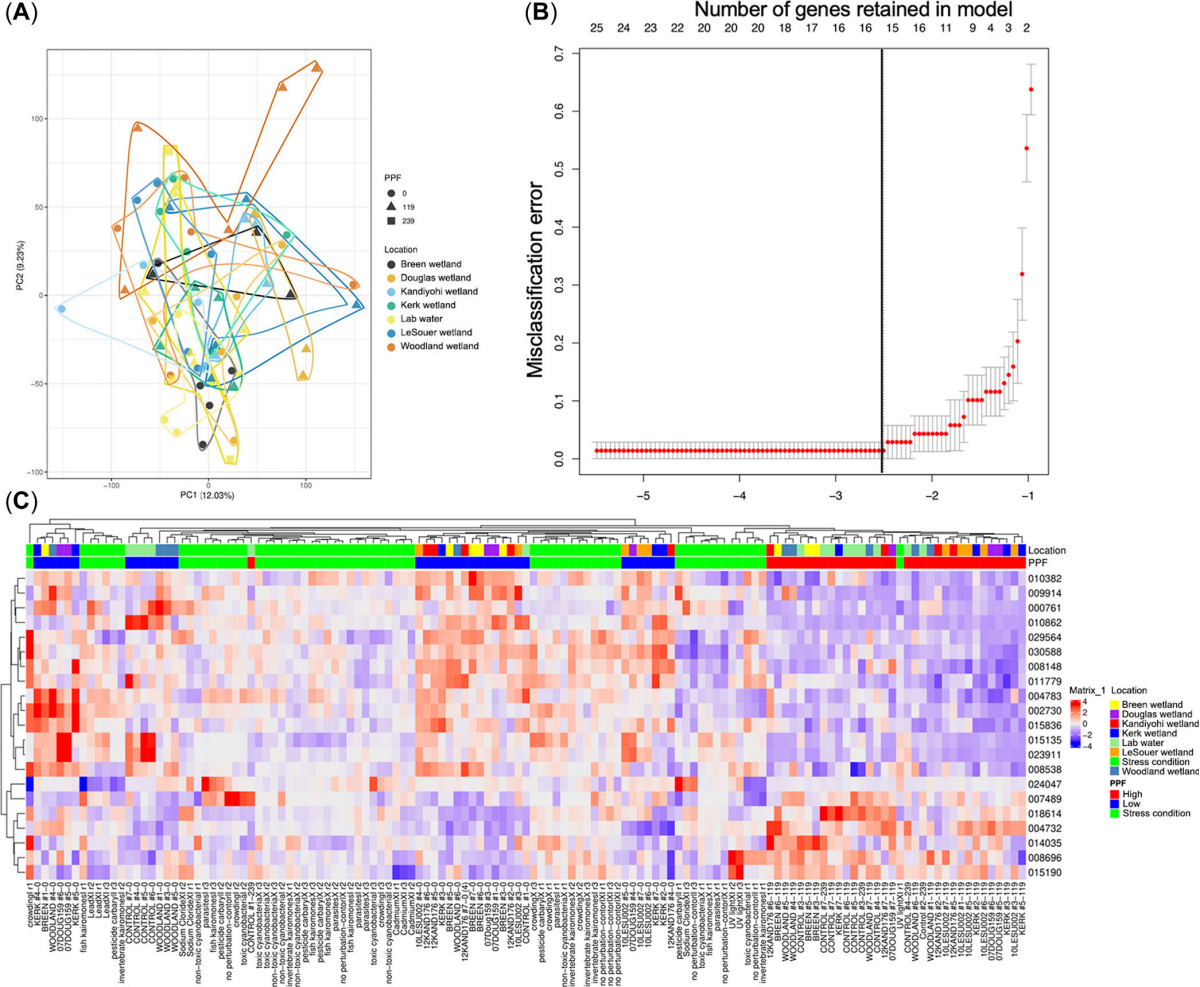
Influence of pyriproxyfen (PPF) and wetland sample type on gene expression in *Daphnia magna*. (**A**) Principal component analysis of gene expression data by wetland location and PPF exposure concentration (nanograms per liter). Outlines are drawn to encompass data that are labeled identically. (**B**) Misclassification error for the wetland PPF spike‐in. The lower *x*‐axis is the lambda parameter setting the complexity of the model, and the upper *x*‐axis is the number of genes remaining in the model at a given complexity. The *y*‐axis is the misclassification error, and the data points (±SEM) describe the error for progressively less complex models. The vertical line represents both the highest‐quality and the least complex model because these models overlapped. (**C**) Heatmap of PPF model–selected genes. Gene identifiers are truncated to six digits by removing the preceding “Dapma7bEVm.” The top bar provides sample annotations with wetland location above PPF levels. The full names of the samples are listed at the bottom (note, 12KAND176 is Kandiyohi wetland). The values on the heatmap range from red (high expression) to blue (low expression). The data displayed for each gene have been variance‐scaled and mean‐centered across the samples. PC = principal component.

**Table 1:** *Daphnia magna* genes responsive to pyriproxyfen treatment as identified by logistic regression

Transcript/gene ID	Gene name	Gene ontology
Dapma7bEVm015836t1	Uncharacterized protein	NA
Dapma7bEVm010862t1	Bestrophin (80%D)	NA
Dapma7bEVm003467t1	Tudor domain‐containing protein (74%M)	
Dapma7bEVm004783t1	Tripartite motif‐containing protein 32,EC:6.3.2.‐/sw (100%D)	GO:0004252/GO:serine‐type endopeptidase activity GO:0006508/GO:proteolysis
Dapma7bEVm015135t1	Uncharacterized protein (98%C)	
Dapma7bEVm008148t1	Uncharacterized protein (67%A)	
Dapma7bEVm023911t1	Uncharacterized protein (63%D)	GO:0004252/GO:serine‐type endopeptidase activity GO:0006508/GO:proteolysis
Dapma7bEVm024047t1	Conserved protein (97%C)	
Dapma7bEVm011779t1	Uncharacterized protein (86%A)	
Dapma7bEVm007489t1	Complement C1q tumor necrosis factor–related protein 3/sw (57%H)	
Dapma7bEVm029564t1	Uncharacterized protein (100%A)	
Dapma7bEVm009914t1	Deoxyribonuclease i (94%D)	GO:0003676/GO:nucleic acid binding GO:0016787/GO:hydrolase activity GO:0046872/GO:metal ion binding
Dapma7bEVm015190t1	Puff‐specific protein Bx42 (100%P)	GO:0000398/GO:mRNA splicing, via spliceosome GO:0005681/GO:spliceosomal complex
Dapma7bEVm010382t1	Isocitrate dehydrogenase [NADP], mitochondrial (99%D)	GO:0016616/GO:oxidoreductase activity, acting on the CH‐OH group of donors, NAD or NADP as acceptor
		GO:0055114/GO:oxidation‐reduction process
Dapma7bEVm030588t1	Uncharacterized protein	
Dapma7bEVm008538t1	Uncharacterized protein (100%D)	GO:0003922/GO:GMP synthase (glutamine‐hydrolyzing) activity; GO:0005524/GO:ATP binding; GO:0006164/GO:purine nucleotide biosynthetic process; GO:0006177/GO:GMP biosynthetic process

NA = not available; GO = gene ontology; mRNA = messenger RNA; NADP = nicotinamide adenine dinucleotide phosphate; NAD = nicotinamide adenine dinucleotide; GMP = guanosine monophosphate; ATP = adenosine triphosphate.

A wetland quality (IBI category) model trained on wetland data excluding pyriproxyfen‐exposed and laboratory water samples contained 19 genes (Supporting Information, Table S7) and generated a modest predictive power with a misclassification rate of 31%–37% (random error of 50%, cutoff of 44%; *p* < 0.05; Supporting Information, Figure S3). 

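The IBI model was refitted to the 30 wetland libraries without pyriproxyfen, 15 per category. Its error in cross-validation was 11% ± 4.2 (SD over 10 foldings, range 6.67% to 16.7%) with 10 to 21 genes. Of 99 models with permuted labels none was as low; their median error was 43.3% and their lowest 20%. Those permutations treat the 5 libraries of a wetland as independent. With whole wetlands left out, so that no library of the tested wetland was in the training data, the error was 76.7%. As 10-fold error on log2(CPM + 1) it was 18.3%. Of the 19 genes of Table S7, 1 was selected here. Between high and low IBI, 0 of these 19 had an adjusted p-value under 0.05 over all transcripts, 17 had an unadjusted p-value under 0.05 and 16 passed when adjusted over the list alone (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; the list was chosen on these libraries and is not independent evidence).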

The heat map (Supporting Information, Figure S4) indicated a low but discernable degree of clustering of gene expression by wetland quality (high IBI/quality wetlands included Kerk, Douglas, and Kandiyohi; Supporting Information, Table S1) even with the inclusion of pyriproxyfen‐spiked data that the model had not seen previously. This observation suggests that the observed gene pattern shows considerable independence from the pattern separating the pyriproxyfen and non‐pyriproxyfen samples. 

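Applied to the 24 wetland libraries with 119 ng/L pyriproxyfen, which it had not seen, the IBI model misclassified 29.6% ± 2.4 (SD over 10 foldings). Random labels gave a median of 49.6% (permutation test, p = 0.005). The permutation treated libraries of one wetland as independent, so its p-value is not evidence across wetlands. The IBI model placed 66.4% of the high and 73.8% of the low IBI calls correctly. On log2(CPM + 1) the error was 47.5% (permutation p = 0.329). These libraries come from the wetlands that the model was trained on. On the 19 genes of Table S7, standardized as log2(CPM + 1), all 30 wetland libraries without pyriproxyfen lay nearer the mean of their own category than that of the other, on genes chosen with these labels. Across all transcripts, 4 were DEGs between the categories, all higher at high IBI and named here after their values were seen: Dapma7bEVm000324 and Dapma7bEVm027442 (conserved proteins; log2 fold changes 3.28 and 3.38) and Dapma7bEVm002278 and Dapma7bEVm027691 (5-aminolevulinate synthase; 2.01 and 2.11). With counts summed per wetland the number was 0, with 421 transcripts at an unadjusted p-value under 0.05.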

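On the 19 genes of Table S7, standardized as log2(CPM + 1), all 5 laboratory water libraries without pyriproxyfen were nearer the mean of the high than of the low IBI wetland libraries, where 2.5 would be expected by chance. The same 5 of 5 were nearer the high category on fractional counts. This distance was chosen after the data were examined.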

The laboratory water controls clustered with both high and low IBI samples. The GO terms for these genes point to regulation of RNA expression as a common function. 

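A model of the 6 wetlands, fitted to the 30 wetland libraries without pyriproxyfen, had an error in cross-validation of 51.7% ± 7.2 (SD over 10 foldings, range 43.3% to 66.7%) with a mean of 38.1 genes. Calling every library by 1 wetland would give 83.3%, and 79 models with permuted labels gave a median of 83.3% and a lowest value of 70%. Choosing the simpler model within 1 standard error moved the value most, to 59.3%. Each wetland was sampled once, so its 5 libraries share one water sample.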

No genes were identified with a wetland location model trained on wetland data excluding pyriproxyfen‐exposed samples, with misclassification error of 58% (error expected by random chance of 63%). It is not surprising that wetland location alone was not a significant factor in gene expression patterns given that there was no replication and, thus, statistical power was low. It is also possible that chemical differences were less associated with the specific wetland than they were with other factors such as environmental setting (e.g., urban vs. agricultural) or season. However, we designed the wetland sampling to assess the effects of IBI/wetland quality on *D. magna* gene expression rather than environmental setting. It is not possible to link our gene expression results to specific chemicals or physical factors because only herbicides were analyzed, and none were detected. In addition, there were differences in water quality parameters across wetland waters that did not pattern with wetland quality classification and therefore may have confounded any wetland quality classification effect (Supporting Information, Table S1). However, water quality parameters did exhibit patterns by quality classification in that “poor”‐quality wetlands had higher chloride, phosphorus, sulfate, total organic carbon, and Kjeldahl N levels than “good”‐quality wetlands. Temperature, pH, and dissolved oxygen were similar across wetland types.

The IBI is used as a means of assessing water quality by many organizations, but it does not allow for the identification of causative chemical factors responsible for IBI differences across sites because it is measured at the community level (Genet & Bourdaghs, 2006). Although gene expression is not an indicator of reduced biological integrity, it may be used to indicate the potential for differences in community indices while providing specific bioactivity information not otherwise available. With further study, such bioactivity information may be used, perhaps, intermittently in place of the IBI, if IBI and gene expression patterns each indicate the presence of a stressor or stressors. Gene expression results may also be used in concert with IBI measurements to increase the chances for detection of specific bioactivities that may be traceable to specific chemical classes or chemical mixtures while also analyzing the community integrity at a site. The opportunity to detect chemical‐ or mixture‐specific bioactivities is especially useful when the stressor(s) is unidentified, chemical analysis of all responsible or potentially responsible compounds is too expensive, and a more rapid assay response time is desired compared to observing slower changes in IBI over time. Lastly, it is also possible to generate a “transcriptomic point of departure” (tPOD) by serially diluting wetland waters and evaluating gene expression using a short‐term assay (<20 days, as in the present study or as in Abe et al. [2015]), similar to what is currently being done for chemical toxicity (Alcaraz et al., 2021). Such a tPOD can be used to track water quality improvements while providing detailed biological response information potentially traceable to chemicals with known modes of action in a format similar to WET testing. However, a cautionary note should be expressed such that, just as in the present study, the *D. magna* transcriptome is insufficiently annotated, so it is not possible to fully infer gene functions and biological pathways affected by chemical or other factors associated with differences in wetland IBI.

### Experiment 3, field applications, stormwater: Exposure of laboratory‐reared *D. magna* to samples taken across three seasonal events from stormwater management infrastructural locations that differed by catchment position and presence of an IESF SCM

#### *D. magna* gene expression patterns in response to stormwater exposures

The purpose of exposing *D. magna* to a range of stormwater sample types was to determine if gene expression patterns could be used to distinguish sample origin. We specifically investigated if and what parallel patterns emerged among stormwater chemistry, *D. magna* gene expression, and *D. magna* phenotype parameters based on stormwater sample season and/or site type. 

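The stormwater experiment used the same assay, pools and length of exposure as the wetland experiment, and its estimated counts stand in the same deposited table. It has 160 libraries that could be assigned to a group. Of these, 21 are laboratory controls that carry a season label (6 spring, 5 early summer and 10 late summer). The others are stormwater libraries from 9 sampling points in 3 seasons. Inflows and outflows of iron-enhanced sand filters (IESF) are the IESF-untreated and IESF-treated site types, with 44 and 45 libraries, and pipe outflows are PIPE-untreated, with 50. There were 45 spring, 44 early summer and 50 late summer libraries. The paper counts 29 stormwater samples, where the labels give 28 sets of libraries. A further library was left out, since its label reads late summer and its library code has the letter of the early summer libraries. Counts summed to between 5040650 and 14182253 per stormwater library, with medians of 10750689 in spring, 10713064 in early summer and 9860182 in late summer, and to between 8639153 and 12303200 per control (median 10579058). The depth in late summer was lower than in spring (permutation test, 2-sided, p = 0.00234) and in early summer (permutation p = 6e-05). The lowest sum belongs to replicate 3 of the Crystal Lake pipe in spring, where 10 transcripts held 72.6% of the counts, against at most 22.3% in any other stormwater library. It was kept, and a fit without it, chosen after its values were seen, gave 502, 312 and 282 DEGs for spring against early summer, spring against late summer and early against late summer (514, 390 and 274 with it). A floor of 3 counts corresponds to between 0.212 and 0.595 CPM. The seasons were compared in one fit over all stormwater libraries with 26234 transcripts tested, and libraries of one water sample were treated as replicates, as in the paper; sums per sampling point and season and the sampling site as a covariate were tried as alternatives.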

A comparison of spring versus early summer stormwater samples indicated 436 DEGs (131 up, 305 down, DEG Set 5), while that of spring versus late summer indicated 347 DEGs (80 up, 267 down) and that of early summer versus late summer indicated 213 DEGs (71 up, 142 down). 

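Between spring and early summer stormwater 514 transcripts were DEGs, 393 of them higher in spring. Between spring and late summer 390 were DEGs, 301 higher and 89 lower in spring. Between early and late summer 274 were DEGs, 48.5% of them higher in early summer. Without the threshold on the fold change 9139, 8374 and 11157 transcripts had an adjusted p-value under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). A filter on low counts moved the DEGs of the seasons most among the settings with the same threshold, to 254, 179 and, between early and late summer, 52 higher and 99 lower. Between spring and early summer the largest rise was that of Dapma7bEVm005116 (uncharacterized protein), at 601 ± 537 CPM (SD, n = 45) in spring and 4.23 ± 16.3 CPM (SD, n = 44) in early summer, a log2 fold change of 7.01 (standard error 0.82, adjusted p = 1.79e-12 from the same test). The largest fall was that of Dapma7bEVm003984 (cuticle protein), at 35.6 ± 79.7 CPM in spring and 220 ± 326 CPM in early summer, with a log2 fold change of -2.66 (standard error 0.80, adjusted p = 0.00494 from the same test). Against late summer, Dapma7bEVm028728 (uncharacterized protein) was highest in spring by comparison, at 2.67 ± 2.49 CPM (SD, n = 45) against 0.0868 ± 0.22 CPM (SD, n = 50), the latter at or near the floor, and Dapma7bEVm027084 was lowest, at 0.158 ± 0.659 against 4.59 ± 2.43 CPM. Their log2 fold changes were 5.00 and -4.57. Between early and late summer the extremes were Dapma7bEVm012804 (Tim10) and Dapma7bEVm007408. The former was at 2.96 ± 3.26 against 0.0206 ± 0.145 CPM (log2 fold change 6.74). The latter was at 0.205 ± 0.554 against 6.37 ± 11.4 CPM (log2 fold change -4.65). For each transcript named in the comparisons with late summer, the lower mean was under the floor of 0.212 to 0.595 CPM. The sizes of these log2 fold changes are therefore uncertain.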

Comparison of IESF‐untreated versus IESF‐treated samples indicated only two DEGs (both up‐regulated, uncharacterized proteins). 

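Between 44 IESF-untreated and 45 IESF-treated libraries 26 of 26135 tested transcripts were DEGs, 5 higher and 21 lower in untreated water (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). DESeq2 gave 1, and the filter on low counts gave 2. With counts summed per sampling point and season the number was 0, with 752 transcripts at an unadjusted p-value under 0.05. With the IESF site and season as a block, so that treated and untreated water of the same event were compared, it was 1.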

Among the DEGs, GO term enrichment indicated that adenosine triphosphate binding, protein binding, and zinc ion binding were in response to differences in season of sample collection (Supporting Information, Table S8). Early summer versus late summer indicated the highest number of enriched terms, which corresponds to the largest difference in the types of chemicals detected as well (Westerhoff et al., 2018).

Likewise, a PCA of the stormwater samples (Figure 4A) indicated that gene expression separated more strongly based on season than site type. 

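Season accounted for 12.86% of the variance of log2(CPM + 1) among the stormwater libraries (permutational analysis of variance, 100000 permutations, p = 1e-05, the smallest they can give), 8.87 times what 3 groups give by chance. Site type accounted for 1.025% (permutation p = 0.801), 0.708 times what chance gives. On means of the 27 combinations of sampling point and season, the shares were 38.96% (permutation p = 1e-05, the smallest possible) and 3.74% (permutation p = 0.957). On fractional counts, season held 6.397% and site type 0.8862%.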

Principal component 1 accounted for 20.71% of the total variance, with early summer enrichment (“Summer1”) on its higher end and broad separation of late summer (“Summer2”). 

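PC1 of log2(CPM + 1) held 28% of the variance of the stormwater libraries. Season accounted for 26.73% of the variance along PC1 (permutation test, p = 1e-04, the smallest possible). The mean score was 30.24 in late summer, 12.29 in spring and -46.93 in early summer, with the sign of the axis arbitrary. Scaled to unit variance, PC1 held 19.72%. In the alternatives other than fractional counts, season accounted for 26.25% to 26.74% of the variance along PC1. On fractional counts season accounted for 1.391% (permutation p = 0.489), so the separation of the seasons on PC1 depends on the scale.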

Principal component 2 accounted for 8.68% of the variance, with all seasons separated, spring enriched at the higher end, and early and late summer enriched at the lower end. 

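PC2 held 19.15% of the variance, of which season accounted for 2.814% (permutation p = 0.143), within what random labels give. With each transcript scaled to unit variance, PC2 held 10.47%, and season accounted for 19.37% of the variance along it (permutation p = 1e-04, the smallest possible). On fractional counts season accounted for 8.521% of the variance along PC2 (permutation p = 0.0027).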

Although less prominent, site type separations were evident, for example, IESF‐untreated enrichment on the higher end of PC1.

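Site type accounted for 0.171% of the variance along PC1 (permutation test, p = 0.89) and 0.34% of that along PC2 (permutation p = 0.789). Scaled to unit variance, these shares were 0.313% (permutation p = 0.815) and 0.153% (permutation p = 0.912). On neither axis was the difference between site types larger than the spread between libraries.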

**Figure 4:**
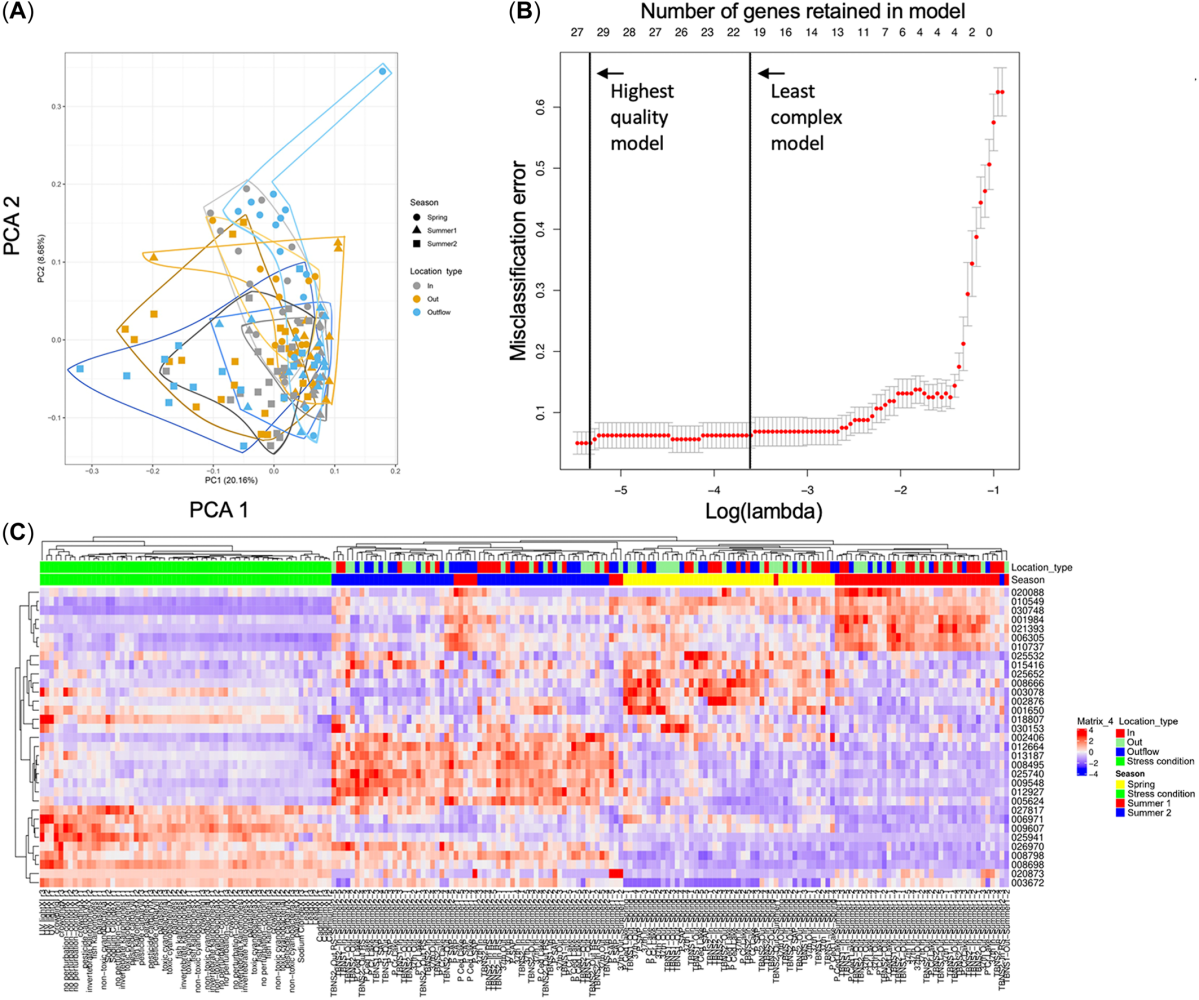
Influence of stormwater sample type and season on gene expression in *Daphnia magna*. (**A**) Principal component analysis of gene expression data by stormwater sampling season (Summer1 = early summer; Summer2 = late summer) and site type (In = pretreatment; Out = posttreatment; Outflow = collection pipe outflow). (**B**) Misclassification error for stormwater seasonal model. The lower *x*‐axis is the lambda parameter setting the complexity of the model, and the upper *x*‐axis is the number of genes remaining in the model at a given complexity. The *y*‐axis is the misclassification error, and the data points (±SEM) describe the error for progressively less complex models as lambda increases. The two vertical lines represent the highest‐quality model and the least complex model within 1 SE of the highest‐quality model. (**C**) Heatmap of stormwater season model–selected genes. Gene identifiers are truncated to six digits by removing the preceding “Dapma7bEVm.” The top bar provides sample annotations with location (site) type above season. The full names of the samples are listed at the bottom. The values on the heatmap range from red (high expression) to blue (low expression). The data displayed for each gene have been variance‐scaled and mean‐centered across the samples. PCA = principal component analysis.

For stormwater samples, two distinct machine learning logistic regression models were trained, which differentiated based on stormwater site type and season, respectively. 

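A LASSO model of the 3 seasons, fitted to the fractional counts of the stormwater libraries, had an error in cross-validation of 8.63% ± 2.1 (SD over 10 foldings, range 6.47% to 12.2%). Calling every library late summer would give 64%. With permuted season labels, 39 models gave a median error of 61.9%, a 5th percentile of 53.7% and a lowest value of 48.9%. Among the settings tried, log2(CPM + 1) moved the error most, to 3.24%. With whole sampling points left out it was 9.35%.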

The “seasonal” stormwater logistic regression model reflected a misclassification error of 6%–7%, which was excellent overall and significantly better than the expected error (46%) and *p* < 0.05 cutoff (31%; Figure 4B). The model was relatively complex, with 57 genes retained, which were generally related to broad cellular functions (e.g., autophagy, ribosomes, metabolism; Table 2). 

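The refitted season models held 36 to 48 genes over the 10 foldings, with a mean of 41.1. Of the 57 genes of Table 2, 9 were selected in at least 1 folding and 8 in all 10, and 28 genes in all were selected in every folding.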

The corresponding heat map (Figure 4C) clearly separated clusters based on the three seasonal events and indicated groups of genes associated with each. 

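Of the 57 genes of Table 2, 41 had an adjusted p-value under 0.05 between spring and early summer, 40 between spring and late summer and 40 between early and late summer (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The counts adjusted over the list alone were 43, 41 and 42, which is not independent evidence, since the genes were chosen on these libraries. Only 5, 1 and 4 of them passed the log2 fold change of 2. On these genes, standardized as log2(CPM + 1), 97.8% of the stormwater libraries had as their nearest library from another sampling point one of the same season, where 46.4 libraries would be expected by chance; this distance was chosen after the data were examined.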

Table 2 lists the genes maintained in the best season model. Transcripts Dapma7bEVm001483t (associated with zwilch, a mitotic checkpoint component) and Dapma7bEVm027817t1 (associated with long chain fatty acid catalysis) were differentially expressed both in the laboratory pyriproxyfen versus control (DEG Set 2) and stormwater season experimental groups; both were significantly down‐regulated in pyriproxyfen‐spiked laboratory waters and in the early summer stormwater samples, which coincided with elevated concentrations of many analyzed pesticides.

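Dapma7bEVm001483 was at 7.35 ± 2.55 CPM (SD, n = 5) in laboratory water and 11.4 ± 1.52 CPM (SD, n = 5) with 119 ng/L pyriproxyfen, a log2 fold change of 0.54 (standard error 0.22, adjusted p = 0.17 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Replicate 4 with 119 ng/L lay above the other 4. Dapma7bEVm027817 was at a log2(CPM + 1) of 6.92 ± 0.45 (SD, n = 5) and 7.60 ± 0.26 (SD, n = 5), a log2 fold change of 0.57 (standard error 0.22, adjusted p = 0.14 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Neither was a DEG in any of 16 alternatives, and exact permutation tests gave p = 0.0397 and 0.0238, Benjamini-Hochberg adjusted 0.0794 and 0.0571 over the 48 tests. In stormwater Dapma7bEVm001483 was at 13.7 ± 3.98 CPM (SD, n = 45) in spring, 8.45 ± 1.9 (SD, n = 44) in early summer and 8.59 ± 1.96 (SD, n = 50) in late summer. It was lower in early summer than in spring (log2 fold change 0.67 for spring over early summer, adjusted p = 3.59e-12 from the same test). For early over late summer the log2 fold change after TMM normalization was 0.20 (adjusted p = 0.0302 from the same test), while the mean CPM was lower in early summer, so the sign depends on the normalization. The log2(CPM + 1) of Dapma7bEVm027817 was 6.15 ± 0.61 in spring, 5.77 ± 0.54 in early summer and 7.03 ± 0.50 in late summer (SD, n as before). It was lower in early summer than in spring by 0.37 (adjusted p = 0.00269 from the same test), and for early over late summer the log2 fold change was -1.02 (adjusted p = 4.78e-15 from the same test). None of these season differences reached a log2 fold change of 2.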

**Table 2:** *Daphnia magna* genes responsive to seasonal differences as identified by logistic regression

Transcript/gene ID	Gene name	Gene ontology
Dapma7bEVm018451t1	2‐Hydroxyacylsphingosine 1‐beta‐galactosyltransferase (95%H)	GO:0016758/GO:transferase activity, transferring hexosyl groups; GO:0008152/GO:metabolic process
Dapma7bEVm008077t1	Pancreatic triacylglycerol lipase (90%H)	
Dapma7bEVm001650t1	Uncharacterized protein (58%D)	
Dapma7bEVm006808t1	Lactosylceramide (100%D)	
Dapma7bEVm012269t1	Uncharacterized protein (99%D)	
Dapma7bEVm003078t1	Uncharacterized protein (100%D)	
Dapma7bEVm023563t1	wd‐repeat protein (88%D)	
Dapma7bEVm025532t1	Uncharacterized protein	
Dapma7bEVm005448t1	Cohesin‐subunit (97%D)	
Dapma7bEVm021704t1	Uncharacterized protein (59%D)	
Dapma7bEVm002876t1	CG8483 (100%D)	
Dapma7bEVm025652t1	Uncharacterized protein	
Dapma7bEVm030153t1	Uncharacterized protein (66%R)	GO:0006914/GO:autophagy
Dapma7bEVm001483t1	Zwilch (78%H)	
Dapma7bEVm015465t1	Uncharacterized protein (100%A)	
Dapma7bEVm027904t1	Mitotic checkpoint serine/threonine‐protein kinase BUB1 beta (85%D)	GO:0004672/GO:protein kinase activity; GO:0005524/GO:ATP binding; GO:0006468/GO:protein phosphorylation
Dapma7bEVm018807t1	Uncharacterized protein (75%C)	
Dapma7bEVm013586t1	Uncharacterized protein	
Dapma7bEVm025941t1	Uncharacterized protein	
Dapma7bEVm022658t1	Uncharacterized protein (96%C)	
Dapma7bEVm002406t1	Carbohydrate sulfotransferase (88%M)	
Dapma7bEVm015416t1	Uncharacterized protein (67%A)	
Dapma7bEVm027817t1	Long‐chain‐fatty‐acid–CoA ligase (65%R)	GO:0003824/GO:catalytic activity; GO:0008152/GO:metabolic process
Dapma7bEVm003099t1	Phospholipase DDHD2 (100%D)	GO:0046872/GO:metal ion binding
Dapma7bEVm023721t1	Uncharacterized protein (100%D)	
Dapma7bEVm014048t1	Uncharacterized protein (57%A)	
Dapma7bEVm008640t1	Peptidyl‐tRNA hydrolase PTRHD1 (83%H)	GO:0004045/GO:aminoacyl‐tRNA hydrolase activity
Dapma7bEVm012927t1	Uncharacterized protein	
Dapma7bEVm012664t1	Uncharacterized protein (84%A)	
Dapma7bEVm010382t1	Isocitrate dehydrogenase [NADP], mitochondrial (99%D)	GO:0016616/GO:oxidoreductase activity, acting on the CH‐OH group of donors, NAD or NADP as acceptor; GO:0055114/GO:oxidation‐reduction process
Dapma7bEVm010549t1	NADH dehydrogenase [ubiquinone] 1 beta subcomplex subunit 11, mitochondrial (100%D)	
Dapma7bEVm020260t1	mitochondrial phosphate carrier protein (52%D)	
Dapma7bEVm026970t1	Uncharacterized protein	
Dapma7bEVm014131t1	Uncharacterized protein (71%A)	
Dapma7bEVm025740t1	Uncharacterized protein	
Dapma7bEVm014871t1	Uncharacterized protein	
Dapma7bEVm008495t1	Uncharacterized protein	
Dapma7bEVm005624t1	Pantothenate kinase 2, mitochondrial (76%H)	GO:0004594/GO:pantothenate kinase activity; GO:0005524/GO:ATP binding; GO:0015937/GO:coenzyme A biosynthetic process
Dapma7bEVm030748t1	Uncharacterized protein (100%D)	
Dapma7bEVm018251t1	Uncharacterized protein (71%L)	GO:0004672/GO:protein kinase activity; GO:0005524/GO:ATP binding; GO:0006468/GO:protein phosphorylation
Dapma7bEVm028792t1	Spliceosome‐associated protein CWC15 (80%D)	GO:0000398/GO:mRNA splicing, via spliceosome; GO:0005681/GO:spliceosomal complex
Dapma7bEVm000189t1	Embryonic polyadenylate‐binding protein (100%T)	GO:0003723/GO:RNA binding
Dapma7bEVm008798t1	Tumor necrosis factor alpha–induced protein 8 protein 3 (100%D)	
Dapma7bEVm008931t1	Conserved protein (100%C)	
Dapma7bEVm006305t1	39S ribosomal protein L44, mitochondrial (100%D)	GO:0003723/GO:RNA binding; GO:0004525/GO:ribonuclease III activity; GO:0006396/GO:RNA processing
Dapma7bEVm011371t1	DNA repair protein XRCC2 (100%D)	
Dapma7bEVm010737t1	Peroxisomal biogenesis factor (91%P)	GO:0007031/GO:peroxisome organization; GO:0005779/GO:integral component of peroxisomal membrane
Dapma7bEVm006628t1	Conserved protein (100%P)	
Dapma7bEVm001975t1	Glucose‐6‐phosphatase (83%H)	GO:0003824/GO:catalytic activity; GO:0016020/GO:membrane
Dapma7bEVm030729t1	Cytochrome c oxidase assembly factor (92%D)	GO:0004129/GO:cytochrome‐c oxidase activity; GO:0005739/GO:mitochondrion
Dapma7bEVm021605t1	Uncharacterized protein	
Dapma7bEVm020088t1	rve, Integrase core domain (92%C)	GO:0015074/GO:DNA integration
Dapma7bEVm003672t1	Sodium‐coupled neutral amino acid transporter (100%D)	
Dapma7bEVm014202t1	60S ribosomal protein L23a (27%D)	GO:0003735/GO:structural constituent of ribosome; GO:0006412/GO:translation; GO:0005840/GO:ribosome
Dapma7bEVm021300t1	Uncharacterized protein (66%R)	
Dapma7bEVm014567t1	Uncharacterized protein	
Dapma7bEVm020873t1	60s ribosomal protein l23 (89%D)	GO:0003735/GO:structural constituent of ribosome; GO:0006412/GO:translation; GO:0005840/GO:ribosome

GO = gene ontology; ATP = adenosine triphosphate; CoA = coenzyme A; tRNA = transfer RNA; NADP = nicotinamide adenine dinucleotide phosphate; NAD = nicotinamide adenine dinucleotide; NADH = reduced form of NAD.

As with DEG counts and PCA, season impacted gene expression more consistently than site type. 

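Between PIPE-untreated and all IESF libraries 81 transcripts were DEGs, 71 higher and 10 lower in PIPE-untreated water. DESeq2 gave 1, sums per sampling point and season gave 2, and season as a covariate gave 31. Without replicate 3 of the Crystal Lake pipe in spring, a fit chosen after its values were seen, 29 were DEGs (19 higher and 10 lower). The paper sets the numbers of DEGs between seasons and between treated and untreated water beside the separation of seasons and site types in the PCA and the errors of both models, and from these it concludes that season affected expression more consistently than site type.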

The observed misclassification error of the “site type” model was 55%–57%, which was poor but still significantly better than the expected error (71%) and *p* < 0.05 cutoff (65%). This model retained 18 genes, which are annotated to a number of transcriptional and signaling regulation terms (Supporting Information, Table S9). 

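The model of the 3 site types had an error in cross-validation of 31.9% ± 3.3 (SD over 10 foldings, range 28.1% to 37.4%). With permuted site types, 39 models gave a median of 64%, a 5th percentile of 57.7% and a lowest value of 51.1%. In these random folds, libraries of one water sample can be in both the training and the test data. With whole sites left out, inflow and outflow of a filter together, the error was 46%. On log2(CPM + 1) it was 42.3%.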

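The refitted site type models held 67 to 111 genes over the 10 foldings, with a mean of 101, and 62.3 on average at the simpler setting within 1 standard error. Of the 18 genes of Table S9, 5 were selected in at least 1 folding and 4 in all 10.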

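Of the 18 genes of Table S9, 12 had an adjusted p-value under 0.05 between PIPE-untreated and IESF libraries and 16 when adjusted over the list alone (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; the genes were chosen on these libraries, so this is not independent evidence). Their log2 fold changes ranged from -1.17 to 1.09. On these genes, standardized as log2(CPM + 1), 33 of the 50 PIPE-untreated libraries had as their nearest library from another sampling point a PIPE-untreated one, where 13.5 would be expected by chance; this distance was chosen after the data were examined.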

A heat map (Supporting Information, Figure S5) of these genes’ expression levels by site type primarily distinguished the PIPE‐untreated samples from the IESF‐treated and IESF‐untreated samples. 

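Between treated and untreated IESF water, 0 of the 18 genes of Table S9 had an adjusted p-value under 0.05 over all transcripts, 6 had an unadjusted p-value under 0.05 and 1 passed when adjusted over the list alone (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Their log2 fold changes lay between -1.13 and 0.37. On these genes, 8 of the 89 IESF libraries had as their nearest library outside their own water sample one of the same site and season from the other side of the filter, where 3.28 would be expected by chance.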

The IESF‐treated and IESF‐untreated samples from the same sampling events often coclustered, which is sensible given their similar source waters and their primary difference being treatment status, which would imply co‐occurrence of some identical chemicals (and thus bioactivities), albeit perhaps at different concentrations.

#### Relationships between gene expression and chemical detection patterns

As with its relative influence on gene expression, season exhibited a larger effect than site type on chemical detections. Briefly, in stormwater, 58 pesticides and their degradates were detected at least once; detection frequencies were >25% for 20 and ≥50% for 11 of these. However, pyriproxyfen was not detected (reporting limit = 3 ng/L). An additional 65 organic compounds were detected at least once, along with metals, nutrients, and chloride. Supporting Information, Table S3, describes some general chemical differences among stormwater sample types and seasons, with complete details in Fairbairn et al. (2018). Because linkages of chemical exposures, differential gene expression, and biological outcomes were of interest, we conducted canonical RDA to formally examine the relationships among chemical and in situ predictors and phenotypic and transcriptomic responses in stormwater samples. The RDA biplots (Figure 5) illustrate correlations among various parameters. In Figure 5, the arrows represent predictors retained as significant by RDA, and the points represent responses. The relative direction among parameters indicates the direction of association, while the distance from origin indicates the magnitude. Also see Supporting Information, Table S10 for RDA scores.

**Figure 5:**
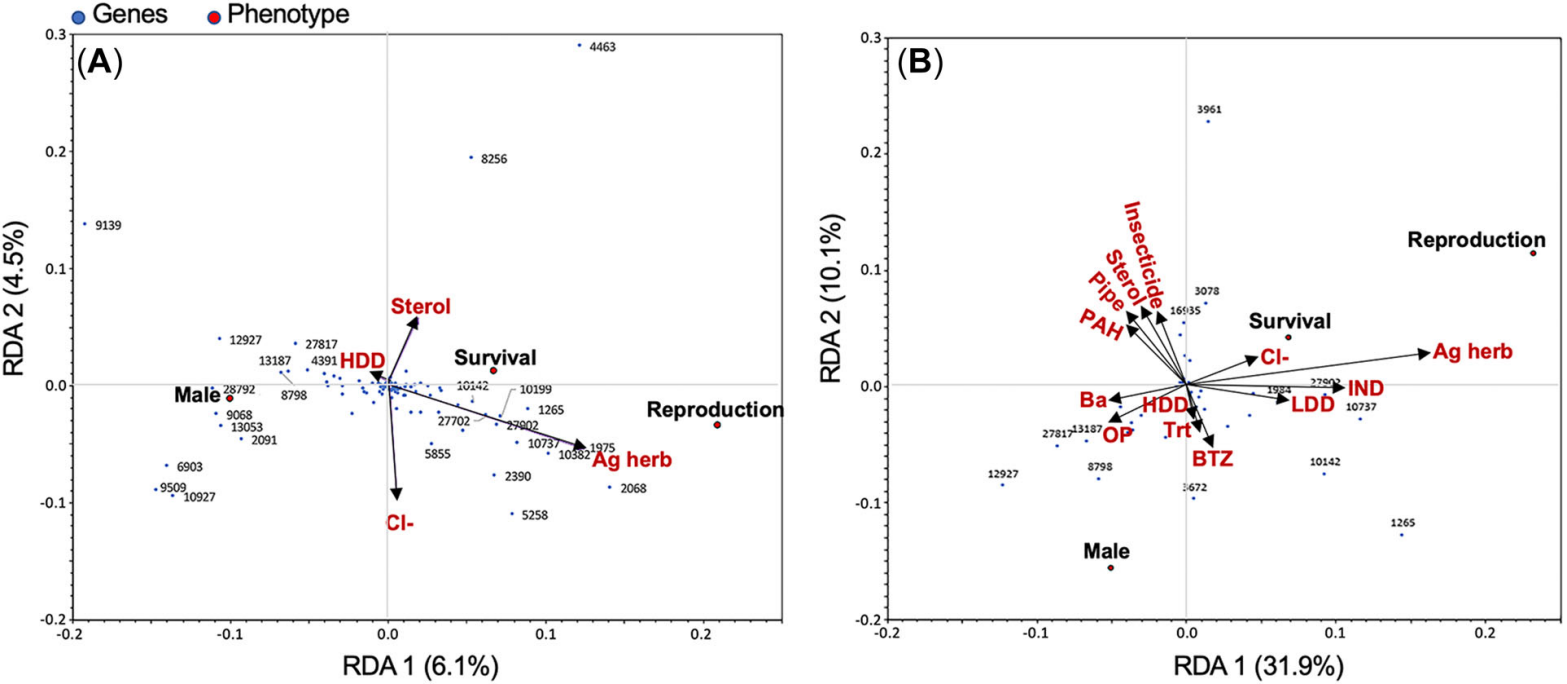
Canonical redundancy analysis (RDA) of differentially expressed *Daphnia magna* genes and phenotypes (response variables, represented as dots, reported in Westerhoff et al. [2018]) following daphnid exposure to stormwater samples based on chemical class and in situ conditions (predictor variables, represented as arrows), with response variables including all differentially expressed genes (DEGs) identified in (**A**) Experiments 1‐3 (variable wetland, pyriproxyfen, and stormwater exposures) and (**B**) Experiment 3 only (variable stormwater exposures). Daphnids (<24 h) were treated with a sample for 96 h, and RNA was extracted for gene expression analysis. Each blue dot represents a DEG, a subset of which are labeled with the corresponding gene identifier truncated to five or four digits (when the five‐digit number begins with a 0). For example, “Dapma7bEVm010549t1” would be labeled as *10549*. In a subsequent experiment, daphnids (<24 h) were treated for 16 days and examined for phenotypic changes. Each red dot indicates a realized phenotypic response. Arrows (red text) indicate chemical classes and in situ conditions previously quantified (Fairbairn et al., 2018) for the stormwater samples of the present study that were identified as significant predictors by RDA. HDD = high‐density development; Ag herb = agricultural herbicides; Urb insect = urban‐use insecticides; Pipe = pipe‐untreated sites; PAH = polycyclic aromatic hydrocarbon; Ba = barium; OP = orthophosphate; BTZ = benzotriazoles; LDD = low‐density development; IND = industrial‐use compounds; Trt = treatment of stormwater [by IESF SCM].

First, an RDA that included all DEGs identified among all sample set comparisons (including comparisons with laboratory and wetland water) was completed (Figure 5A). This model had relatively low explanatory power (adjusted *r* ^2^ = 0.207). The first two RDA axes explained 6.1% and 4.5% of the total model inertia, with constrained inertia accounting for only 13.5% of total inertia (meaning that 86.5% of total inertia was explained by unconstrained inertia not associated with any RDA axis). A second RDA (Figure 5B) with DEGs limited to those identified by comparisons among different groups of stormwater samples (i.e., by season and site type) showed improved predictive power (adjusted *r* ^2^ = 0.502), with the first two RDA axes explaining 31.9% and 10.1% of the total model inertia, respectively, and constrained inertia accounting for 53.7% of total inertia. These results are sensible considering that the first RDA model likely had greater “noise” than the second because of the first's inclusion of response DEGs that did not in fact vary significantly among stormwater sample groups, although they had varied significantly among other sample matrices (i.e., laboratory and wetland water).

Certain benzotriazoles, including those detected in stormwater samples in the present study, have been identified as *D. magna* endocrine disruptors based on up‐regulation of transcripts related to molting and vitellogenin, including perturbation of ecdysteroid‐mediated pathways (Giraudo et al., 2017); indeed, Figure 5B indicates a positive association of benzotriazoles with male neonate production. Other chemical classes in Figure 5B did not obviously reflect anticipated patterns. For example, agricultural herbicides may be expected to correlate with reduced *D. magna* survival and reproduction, but Figure 5B indicates the opposite. Likewise, several predictors indicated orthogonal (e.g., urban insecticides, PAHs) or counterintuitive (e.g., chloride) associations with phenotypic outcomes. Finally, although the typically hydrophobic sterol and PAH groups aligned with the PIPE‐untreated site type, in agreement with generalized linear mixed modeling results on a similar sample set (Fairbairn et al., 2018), and corresponded with up‐regulation of several transcripts, they did not evidently track with phenotypic outcomes that would indicate toxicologic responses. One explanation for some observed counterintuitive patterns may be that certain represented predictors were associated with other nonassessed and potentially confounding factors that offset the influence of the assessed predictors. For example, agricultural herbicide profiles were strongest in spring and early summer. Indeed, detected metolachlor, acetochlor, and/or oxyfluofen concentrations in spring samples were ≥10% of their reported chronic invertebrate toxicity benchmarks, with one metolachlor detection (490 ng/L) at half of its benchmark (1 µg/L [USEPA, 2022]). Considering potential toxicological additivity, chronic, sublethal effects may be expected (Nowell et al., 2018). However, it is also plausible that herbicide concentrations were low enough to exert minimal toxicity. Yet, both periods showed increased nutrient concentrations and weaker profiles of other contaminants (e.g., PAHs and flame retardants) that typically occur in greater concentrations during low‐flow (e.g., late summer) conditions. It is possible that any (negative) effects of agricultural herbicides (and other contaminants) on *D. magna* phenotypes were overshadowed by positive effects of an enriched growth medium (Westerhoff et al., 2018).

The RDA results indicated that a number of transcripts corresponded with offspring number and/or male neonate production. For example, in Figure 5B, up‐regulation of transcripts Dapma7bEVm13187t, Dapma7bEVm27817t, Dapma7bEVm08798t, and Dapma7bEVm12927t appear to be negatively correlated with number of offspring and positively correlated with male neonate induction. Other transcripts unlabeled in Figure 5B show similar correlation directions at lesser magnitudes (see Supporting Information, Table S10).

## SYNTHESIS AND CONCLUSIONS

Given the expense of chemical analysis, the problem of missed chemical detections due to inadequate detection limits, lack of specific information that certain chemicals should be measured, and a lack of known toxicity thresholds for most chemicals, our primary goal was to evaluate whether invertebrate transcriptomics may be useful for water quality monitoring. We evaluated the *D. magna* transcriptome in response to three distinct source waters in Minnesota. Laboratory‐reared *D. magna* were exposed to these waters for 96 h because short‐term assays are preferred to more expensive longer‐term assays and because our goal was to ascertain initial and specific gene expression in response to a stressor rather than evaluate the organism's acclimation to that stressor over time. We show that the exposure of laboratory‐reared *D. magna* to a juvenoid hormone mimic, pyriproxyfen, wetland, and stormwaters resulted in unique transcriptomic profiles.

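Stormwater and the laboratory controls with the same season label were compared within each season. In spring 10 transcripts were DEGs, 1 higher and 9 lower in stormwater. In early summer 756 were DEGs, 329 higher and 427 lower. In late summer 5 were DEGs, all lower and all near the floor: Dapma7bEVm014395, Dapma7bEVm016172, Dapma7bEVm019007, Dapma7bEVm019091 and Dapma7bEVm020539, named after their values were seen. The tests are edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DESeq2 gave 28 in spring (27 higher and 1 lower), 664 in early summer (382 higher and 282 lower) and 23 in late summer, all higher, so the balance of higher and lower depends on the test. With each of the 5 early summer controls left out in turn, the early summer count lay between 493, without replicate 4, and 873.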

*Daphnia magna* gene expression was different across source waters. Sample misclassification error rates were lowest when assigning a sample to whether it came from a pyriproxyfen‐treated daphnid followed by classification to season, wetland quality, stormwater treatment type, then wetland location. It is not surprising that pyriproxyfen misclassification error rates were lowest because pyriproxyfen is biologically active in invertebrates, stimulating the methyl farnesoate signaling pathway (Olmstead & LeBlanc, 2003). Furthermore, pyriproxyfen treatment occurred in laboratory water, which presumably contains fewer chemicals than environmental waters. 

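Set beside one another, the mean errors in cross-validation with random folds rank from pyriproxyfen and season, through wetland quality and stormwater site type, to wetland location. The SDs over the foldings of season and wetland quality overlap, while those of the other neighbours in this order do not. These SDs cover only how the same libraries fall into folds, so they do not decide which errors differ. Errors of models with 2, 3 and 6 classes are not on one scale, since the error expected by chance differs. With whole units left out the order changed, to season (9.35%), pyriproxyfen (11.6%), site type (46%) and wetland quality (76.7%). The units were sampling points for season, sites with inflow and outflow together for site type, and waters for the others. Wetland location has no such fit.

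**Figure D3:**
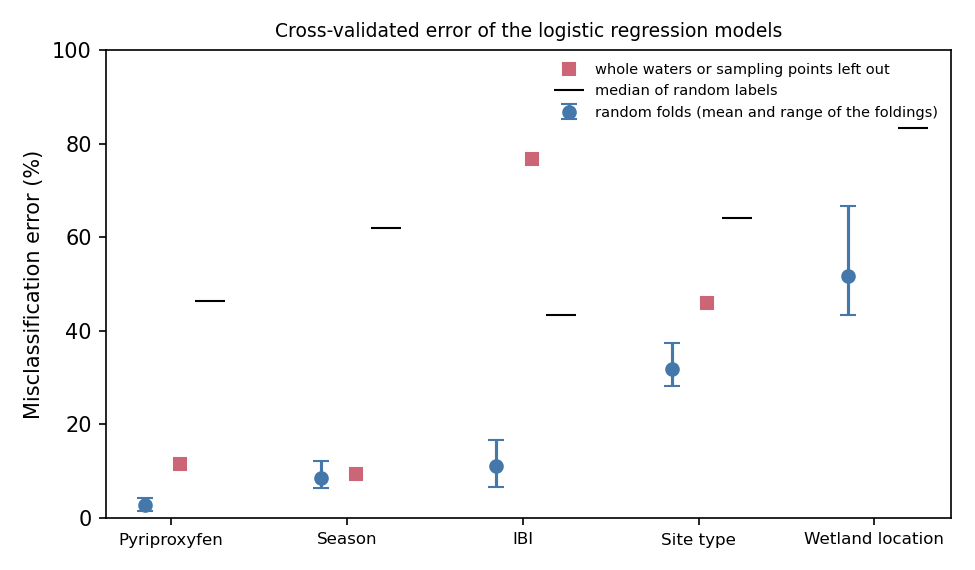
Misclassification error (percent, y axis) of the 5 refitted models, with the mean and range over 10 foldings with random folds. Also shown are the error with whole waters, sampling points (season) or sites (site type) left out where it was run, and the median of models with random labels. Every random-fold error lies below its random-label median, and with whole wetlands left out the wetland quality model lies above it. Random labels were run with random folds only.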

The effect of season on gene expression was also consistent, with a misclassification error rate of 6%, a remarkably low error rate given the variety of compounds detected in the urban stormwater samples used in our study (Fairbairn et al., 2018) and the potential for interactive biological effects from the exposure to chemical mixtures (Van Gestel et al., 2016). The effect of sample collection season on gene expression results was most likely influenced by factors associated with the water samples rather than potential circannual rhythms (Pernold et al., 2021) of physiological processes or gene expression profiles because all stormwater exposures occurred in January rather than coinciding with stormwater collection dates. 

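The 21 laboratory controls saw no stormwater and carry the season label of the exposures they belong to. Between them, 6 transcripts were DEGs from spring to early summer (0 higher and 6 lower in spring), 0.543% of 25590 tested from spring to late summer (78.4% of them higher and 30 transcripts lower in spring) and 67 from early to late summer (55 higher and 12 lower in early summer; edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With DESeq2 the numbers were 68 higher and 46 lower, 223 in all and 193 in all. Across the 390 DEGs of spring against late summer stormwater, the fold changes of the controls correlated with those of the stormwater at r = 0.892, with the same sign in 92.3% (random season labels of the controls, p = 0.0018, Benjamini-Hochberg adjusted 0.0054 over 3 comparisons); transcripts are not independent replicates. For the other pairs of seasons r was 0.263 (permutation p = 0.291) and 0.323 (permutation p = 0.297). When the difference of the controls was subtracted, 253 DEGs were found between spring and early summer, 0 between spring and late summer (with 1849 transcripts at an unadjusted p-value under 0.05) and 36 between early and late summer. With each early summer control left out in turn, the 253 ranged from 50 to 289 and the 36 from 16 to 52. Among the controls, the 6 ranged from 1 to 15 and the 67 from 31 to 97, so these counts rest on single controls. Without the controls labelled as a second set, both control counts against late summer fell far lower, that of spring against late summer included. Fits that leave out single controls were not run for spring against late summer. The season model trained on stormwater misclassified 15.7% ± 2.3 (SD over 10 foldings) of the controls by their season label, where random labels gave a median of 64.3% (permutation p = 1e-04, the smallest possible).

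**Figure D4:**
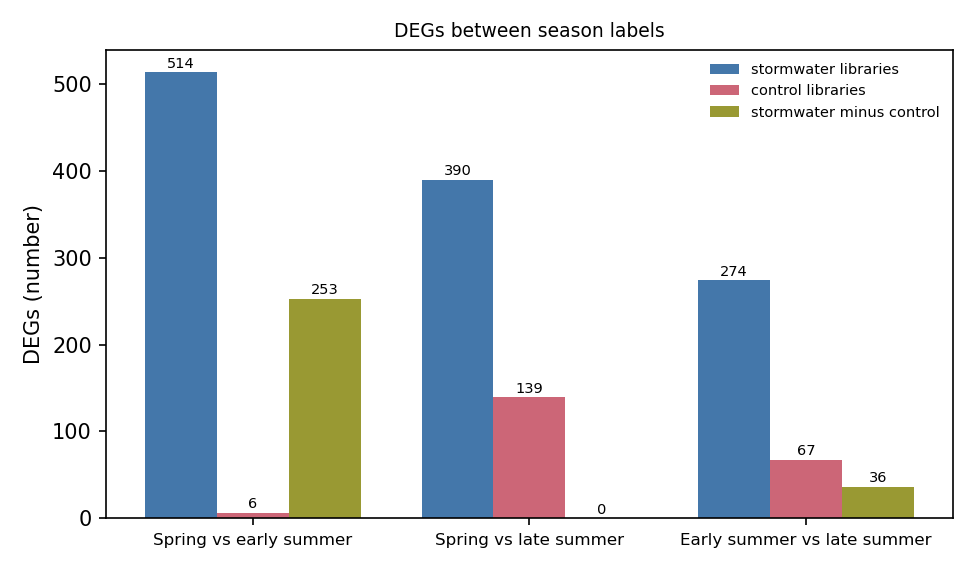
Number of DEGs (y axis) between each pair of seasons for stormwater, for the laboratory controls with the same season labels and for stormwater after the difference of the controls is subtracted. For spring against late summer the bar of stormwater stands at 390, that of the controls at less than that, and that after subtraction at 0. For the pairs with early summer, the counts of the controls and after subtraction change when single early summer controls are left out. Both control counts against late summer fall far lower when the controls labelled as a second set are left out.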

Lastly, daphnid gene expression was also somewhat predictive of the quality of the wetland from which a sample was collected (33% misclassification error). Wetland location was the least likely to be consistently identified by gene expression patterns, with a nonstatistically significant logistic regression and a misclassification error rate of 58%.

Thus, it appears to be possible to use *D. magna* as an indicator of differences in biological activity across source waters. However, although gene expression patterns were unique to each source water and pyriproxyfen exposure up‐regulated Doublesex1 as expected, our understanding of the downstream physiological consequences remains limited because of a poorly annotated *D. magna* genome, a well‐recognized shortcoming relative to vertebrate transcriptomics (Ford & LeBlanc, 2020). Our data therefore demonstrate both the benefits and the challenges of incorporating invertebrate transcriptomics into water quality monitoring efforts.

## Supporting Information

The Supporting Information is available on the Wiley Online Library at https://doi.org/10.1002/etc.5392.

## Disclaimer

The present study is not a product of the US government or the USEPA. The views expressed are the authors' own and do not necessarily represent those of the United States or the USEPA.

## Author Contributions Statement

**Mark D. Jankowski**: Conceptualization; Data curation; Formal analysis; Funding acquisition; Investigation; Methodology; Visualization; Project administration; Resources; Writing—original draft. **David J. Fairbairn**: Conceptualization; Data curation; Formal analysis; Investigation; Methodology; Visualization; Project administration; Writing—original draft. **Joshua A. Baller**: Data curation; Formal analysis; Methodology; Project administration; Resources; Visualization; Writing—review & editing. **Benjamin M. Westerhoff**: Data curation; Methodology; Investigation. **Heiko L. Schoenfuss**: Project administration; Resources; Supervision; Visualization; Writing—review & editing.

## Supporting information

This article includes online‐only Supporting Information.

Supporting information. Click here for additional data file.

Supporting information. Click here for additional data file.

Supporting information. Click here for additional data file.

Supporting information. Click here for additional data file.

Supporting information. Click here for additional data file.

Supporting information. Click here for additional data file.

Supporting information. Click here for additional data file.

## Data Availability

RNA sequencing data are available in the NCBI Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE208591). Statistical R code are available in GitHub (https://github.com/jankow55/Daphnia-bioassay.git). Other data are available via the Data Repository for University of Minnesota (https://doi.org/10.13020/4hq3-v890).

# Supplementary material for: Using the Daphnia magna Transcriptome to Distinguish Water Source: Wetland and Stormwater Case Studies
**Source:** Environ Toxicol Chem. 2022 Aug 9;41(9):2107–23. doi: 10.1002/etc.5392
**Supplement:** Supplementary file 1 — Supporting information.

**Supplemental Table S1**. Physical and chemical description of wetlands.

| **Wetland Name** | **Acres** | **Latitude** | **Longitude** | **IBI^1^ Score**  **(category)** | **Date**  **Sampled** | **pH** | **°C** | **Water Chemistry of Wetland Samples (mg/L)** | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  |  |  |  |  |  |  | **Dissolved**  **Oxygen** | **TSS** | **Alkalinity** | **Chloride** | **NO_3_+NO_2_** | **P** | **SO_4_** | **Kjeldahl N** | **TOC** |
| Woodland | 616.85 | 4989184 | 429218.5 | 35 (poor) | 7/9/2015 | 9.21 | 20.4 | 3.05 | 47 | 180 | 49.2 | <0.05 | 0.21 | 8.97 | 4.74 | 20 |
| Le Souer | 63.46 | 4914248 | 450166.2 | 42 (poor) | 7/9/2015 | 9.02 | 21.1 | 3.61 | 5.2 | 130 | 21.9 | 0.05 | 0.77 | 9.87 | 1.29 | 17 |
| Breen | 29.86 | 4901302 | 435208.5 | 43 (poor) | 7/9/2015 | 7.96 | 20.1 | 4.09 | 5.2 | 170 | 11.0 | <0.05 | 0.20 | 1.43 | 1.11 | 16 |
| Douglas | 4.70 | 5085001 | 317156.6 | 68 (good) | 7/8/2015 | 8.76 | 22.1 | 3.14 | 42 | 100 | 54.6 | 0.05 | 0.10 | <0.50 | 1.73 | 11 |
| Kandiyohi | 3.29 | 5023856 | 326468.6 | 75 (good) | 7/8/2015 | 9.28 | 22.1 | 3.09 | 2.4 | 150 | 0.57 | <0.05 | 0.04 | <0.50 | 0.94 | 10 |
| Kerk | 3.99 | 5025728 | 314126.6 | 81 (good) | 7/8/2015 | 8.27 | 21.4 | 2.97 | 8.0 | 200 | <0.50 | <0.05 | 0.06 | <0.50 | 1.28 | 16 |

Notes,

1, index of biological integrity

**Supplemental Table S2**. Description of stormwater sample locations.

| **Site ID** | **Site type** | **GPS Coordinates** | **Catchment (ha)** | **Catchment Impervious Cover (%)** | **Catchment land uses** |
| --- | --- | --- | --- | --- | --- |
| P1 | PIPE-Untreated | 45.02417437964924,  -93.32392454164072 | 187 | 40% | Residential |
| P2 | PIPE-Untreated | 44.95939451163767,  -93.32726992654355 | 789 | 35% | Residential, industrial, commercial |
| P3 | PIPE-Untreated | 44.95345701908334,  -93.20540793643903 | 1380 | 48% | Industrial, residential, university |
| I1 | IESF-Untreated | 44.97628037026484,  -93.09279298472178 | 14.1 | 46% | Residential, commercial |
| I1T | IESF-Treated | 44.97632970246557,  -93.09271520065793 |  |  |  |
| I2 | IESF-Untreated | 44.97402053045891,  -93.09299951481529 | 17.4 | 24% | Residential, cemetery |
| I2T | IESF-Treated | 44.97399017096408,  -93.09290831970596 |  |  |  |
| I3 | IESF-Untreated | 45.02222972178188,  -93.30457307416711 | 0.486 | 50% | Residential |
| I3T | IESF-Treated | 45.02225436811458,  -93.30462940055816 |  |  |  |

**Table S3**. Summary of stormwater sample chemistry by season and site type (data from Fairbairn et al. 2018).

| **Seasons** | **# CECs Detected** | | **Rank Sum of Chemical Concentrations^a^** | | **Notes: CECs and conventional WQ** |
| --- | --- | --- | --- | --- | --- |
|  | Median | Range | Median | Range |  |
| Spring | 39 | 29-54 | 1087 | 703-1590 | Untreated: agricultural/mixed-use herbicide, fungicide, PPCP, commercial-consumer |
| Early Summer | 32 | 28-49 | 1016 | 817-1550 | Untreated: phosphate (med: 385 µg/L), agricultural/mixed-use/non-ag herbicide & degradate, PPCP |
| Late Summer | 30 | 18-46 | 718 | 423-1315 | Fungicide, mixed-use insecticide, DEET, flame retardant |
| **Site Types** |  |  |  |  |  |
| PIPE-Untreated | 39.5 | 24-54 | 1159 | 790-1296 | PAH/coal tar-related, fungicides |
| IESF-Untreated | 36 | 30-41 | 1052 | 423-1129 | Phosphate (med: 350 µg/L), commercial-consumer, PPCP, sterol |
| IESF-Treated | 28.5 | 18-39 | 711 | 490-1590 | *Vs.* IESF-Untreated samples, IESF-Treated samples generally had lower: phosphate (med: 140 µg/L), PAH, PPCP, flame retardant, commercial-consumer, hydrophobic pesticide |

^a^ This metric was derived by ranking the concentrations of each analyzed CEC over all stormwater samples and then using the sum of ranks of individual CECs in a given sample as the rank-sum score for that sample. Higher concentrations received higher ranks; if non-detect data were present, they received the lowest rank(s) for that CEC.

How the deposited data were processed for this re-analysis (not part of the article)

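RNA was measured in pools of 5 neonates of D. magna after 96 h of exposure. Experiment 2 has 69 libraries in 15 groups (laboratory water with 0, 119 or 239 ng/L pyriproxyfen, and water from 6 wetlands with 0 or 119 ng/L), and Experiment 3 has 160 libraries that could be assigned to a group, of stormwater from 9 sampling points in 3 seasons and of laboratory controls with the same season labels. In all, 229 libraries were assigned from their labels and the paper, and 1 library was left out, because its label reads late summer while its library code has the letter of the early summer libraries. Experiment 1 is not analysed here. The labels give one source of animals for both experiments, where the paper's methods speak of different genetic backgrounds.

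The authors sequenced strand-specific messenger RNA libraries, trimmed the reads with Trimmomatic, assigned them to reference transcripts with Kallisto and deposited the estimated count of each transcript in each library, in one table without normalization between libraries. The paper names 36992 reference transcripts and the table holds 29127, of which 2202 were at 0 in every library. Kallisto divides reads that fit several transcripts, so values of near-identical transcripts are uncertain. A further step in the paper, a linear model that removed the variance between the wetland and stormwater batches, is not in the deposited counts and was not applied here; each experiment was analysed by itself.

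From the estimated counts the following was computed. The counts were rounded to whole numbers (31.4% were not whole), and 2871 transcripts without variance in one or both of the experiments were left out, as in the paper, which left 26256. Library totals lay between 5040650 and 15037010 counts. At these depths a floor of 3 counts is between 0.2 and 0.595 CPM, and such floors cover counting error only. Groups were compared with edgeR 4.0.16 (TMM normalization, quasi-likelihood test, Benjamini-Hochberg adjustment) in R 4.3.3, in fits that hold only the groups compared unless stated. A DEG has an adjusted p-value under 0.05 and an absolute log2 fold change over 2. Alternatives were DESeq2 1.42.0 with its own size factors, edgeR with median-ratio size factors, the low-count filter filterByExpr of edgeR, all 69 libraries of Experiment 2 in one fit, the replicate number as a block, water, site or season as a covariate, counts summed per water sample, a threshold of 1 on the log2 fold change, and each library of a group of 5 left out in turn. Several comparisons also have fits without the libraries labelled as a second set, or with that left-out library counted as late summer, as its label reads. None of 499 pairs of replicate libraries differed by less than the sampling noise.

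Principal components were computed with prcomp on log2(CPM + 1), and the share of variance of each factor by permutational analysis of variance on Euclidean distances with 100000 permutations. Alternatives were unit variance, fractional counts, a pseudocount of 0.1 CPM in place of 1, filtered transcripts and means per water sample. LASSO models were fitted to fractional counts with glmnet 4.1.10 in 10-fold cross-validation, averaged over 10 random foldings, at the penalty of lowest error. Alternatives were log2(CPM + 1), filtered transcripts and the simpler model within 1 standard error. Further alternatives were folds that leave out whole waters, whole sampling points (season) or whole sites with inflow and outflow together (site type). Single transcripts were also compared by permutation tests of log2(CPM + 1), exact where a group has fewer than 10 libraries.

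The transcripts named in the text were set by a rule: every transcript that the paper's text names in Experiments 2 and 3, the transcripts of Table S4 named as globins as a group, the genes of Tables 1, 2, S7 and S9 as lists, and for each DEG set and season comparison the DEG with the largest rise and the DEG with the largest fall among those with a mean of at least 1 CPM over the libraries compared and group medians of log2(CPM + 1) that differ in the same direction by more than 1. Other transcripts are marked as named after their values were seen.

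The tests were run first on counts simulated from the means and library sizes of the real libraries, with 200 transcripts changed by an absolute log2 fold change of 3. The edgeR test recovered 98% of them among 24411 transcripts in the design of 119 against 0 ng/L in laboratory water with 0 false calls, 100% among 25989 in wetland water with 1 false call, and 100% among 26163 between spring and early summer stormwater with 0 false calls. These simulations gave every transcript the same spread, not that of the real libraries, and changed only transcripts above a low mean count. The rates therefore do not describe how the test performs on the real libraries. The functional annotation analysis and the redundancy analysis of the paper were not repeated. A few counts are printed to 2 significant digits in the form 1.5e+02.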

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

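The tests of library depth, of the direction at the other dose, of the carrier and of single pairs of seasons were chosen after the results they bear on were seen.

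In 3 of 42 groups of 5 to 10 libraries, 1 library lay farther from the others than Dixon's critical value, and chance gives about 1 in 20 groups, so the number of such groups is about what chance gives. Dapma7bEVm010862 had a log2(CPM + 1) of 1.83 in spring control replicate 2 and between 0.122 and 0.705 in the other 5 spring controls, levels at which few counts decide the value. Dapma7bEVm001483 stood at 3.91 in replicate 4 of laboratory water with 119 ng/L and between 3.5 and 3.61 in the other 4. Dapma7bEVm005257 stood at 5.48 in replicate 5 of laboratory water with 239 ng/L and between 4.15 and 4.41 in the other 4. No biological explanation was tested for these 3 libraries.

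The effect of 119 ng/L pyriproxyfen differed between wetland and laboratory water for 1376 transcripts (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment for the interaction, absolute log2 difference over 2), 995 with the more positive effect in wetland water. Of 60 groupings of the libraries into groups of the same sizes, the real one included, 1 gave as many, and the highest of the others gave 11. Leaving out each of the 10 laboratory water libraries gave 1078 to 1392. Of the 1376 transcripts, 891 (64.8%) had a mean of at least 10 CPM in a group, far more than any other grouping gave, which argues against a difference in depth as the cause. The water-only control of laboratory water lacked the ethanol that the wetland controls carried. If the spiked laboratory water carried ethanol, which the methods do not state separately, the carrier enters the effect measured in laboratory water. Of the 1186 DEGs of laboratory water, 99.2% had the same direction between wetland and laboratory water without pyriproxyfen, where only the former had ethanol, and 3.2% were as large (median log2 fold change in that direction 1.14 against 4.3). At 239 ng/L 6.16% were as large (median 2.52). These transcripts were chosen for their size at 119 ng/L and those comparisons share the controls. The carrier and pyriproxyfen therefore cannot be told apart by these values. In wetland water, the comparison of 119 with 0 ng/L shares no library with them and had ethanol on both sides. There 18.4% of the transcripts kept the direction (median log2 fold change -0.626) and 0.337% were as large. The wetland water may itself change the effect, so this does not decide it either. An interaction of pyriproxyfen with substances in the wetland waters, which the paper proposes, may contribute and was not tested.

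At 239 ng/L in laboratory water, a concentration for which the paper gives no DEG set, 19 transcripts were higher and 142 lower than without pyriproxyfen, 1.6e+02 DEGs or 0.646% of the 24904 tested. Of 100 groupings of the 10 libraries, 2 gave as many DEGs, and the highest of the others gave 309. The count was 63 without replicate 1 with 239 ng/L and 314 without replicate 4, and the other fits that left out 1 library gave 69, 83, 85, 88, 91, 100, 103 and 259, so single libraries decide its size. All of these DEGs (100%) had the same direction at 119 ng/L. Both comparisons share the 5 controls, and simulated unchanged groups against those controls gave 91.8% to 96.2%. Across transcripts the log2 fold changes of the 2 doses correlated with r = 0.789, against a simulated 0.535 (highest 0.539), and 150 transcripts were DEGs at both, against 0 in the simulations. The simulations draw each transcript independently, while another grouping of the real libraries gave 309 DEGs, so groups of these libraries can differ by more than the simulated ones. An effect of pyriproxyfen at either dose and controls that are extreme by chance therefore cannot be told apart by these values. Depth did not differ between these groups (ratio of medians 1.12, exact permutation test, p = 0.81). Whether the effect at 239 ng/L is smaller than at 119 ng/L was not tested.

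The laboratory controls of Experiment 3 saw no stormwater, yet their season labels separated them: 6 DEGs between spring and early summer, 1.4e+02 between spring and late summer (0.543% of the 25590 tested) and 67 between early and late summer. In each case 1 of 100 groupings of the controls gave as many, the real one, with at most 1, 24 and 20 in the others (in the order of the comparisons). Leaving out each early summer control gave 1 to 15 and 31 to 97, with 1 without replicate 3 and also without replicate 4, 31 without replicate 3, and the highest values without replicate 5. Without the controls labelled as a second set the last 2 counts were 19 and 6. The season model trained on stormwater misclassified 15.7% of the controls by their labels, and across the DEGs of spring against late summer the fold changes of controls and stormwater correlated with r = 0.892. Both values are what a difference between exposure rounds, animals or library batches that goes with the season label would give, and this may explain much of the difference between spring and late summer. The paper states that all stormwater exposures occurred in January, and no biological explanation of the differences between the controls was tested.

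After the difference of the controls was subtracted, 253 transcripts differed between spring and early summer stormwater and 36 between early and late summer. Of 40 groupings 1 gave as many as 253. The count of 253 was 50 without early summer control replicate 4, 56 without replicate 3, 45 with the replicate number as a block and up to 289 without replicate 1, so it depends on single controls, and the counts of 45, 50 and 56 lie below the highest that another grouping of all libraries gave. For early against late summer, 5 of 40 groupings gave as many as 36, and leaving out a control gave 16 (without replicate 3) to 52. For both pairs a round or batch and the season of the water cannot be told apart, since the first count rests on single controls and 36 is within what other groupings gave. Between spring and late summer 0 transcripts passed, with 1849 at an unadjusted p-value under 0.05; all 40 of 40 groupings give at least 0, so the groupings decide nothing there.

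Against the controls of their own season label, stormwater libraries had 10 DEGs in spring, 756 in early summer and 5 in late summer. As many were found in 23, 1 and 27 of 60 groupings, so the counts in spring and late summer are what chance groupings of these libraries give. The highest of the other groupings in early summer gave 222. With early summer control replicate 4 left out the count was 493, where it was 756 with all, and the highest, without replicate 2, was 873. Of the 756, 251 (33.2%) had a mean of at least 10 CPM in a group, more than any other grouping gave in all, which argues against depth as the cause (ratio of medians 1.03, permutation test, p = 0.137). Early summer water, or early summer controls that differ from the other controls, are candidate explanations. The 67 and 6 DEGs between the controls bear on the latter, but they ranged from 31 to 97 and from 1 to 15 with single controls left out. The 6 became 0 with the filter on low counts, and spring and late summer controls differed by more DEGs. Whether the early summer controls are those that differ is therefore not decided.

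Between the laboratory controls of the 2 experiments 1053 transcripts differed, 555 higher and 498 lower in the wetland experiment. Of 100 groupings 1 gave as many, with a median of 1 among the others. Depth differed (ratio of medians 1.1, permutation test, p = 0.00725), but 509 of the 1053 (48.3%) had a mean of at least 10 CPM in a group, which argues against depth as the cause. The count was 719 to 919 with 1 control of the wetland experiment left out. The paper proposes different genetic backgrounds as a possible source of a batch difference, while the labels give a single source of animals. Genetic background, the time of the exposures and the library batch cannot be told apart by these values.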

How the results depend on the processing

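The alternatives were set before the data were examined, except for the score on the axis of variation within conditions, the distances to the nearest library and the fits without the stormwater library with the most uneven counts, which were added after the data were seen. Values of comparisons that moved are given here or with the results above, or lie within a range given for libraries left out. The others stayed on the same side of their threshold, or within 1.5 times the count or 1 SD of the error. Among named transcripts 580 values kept their direction and side of the threshold, 19 were weaker, 13 stronger and 5 reversed.

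With DESeq2 in place of edgeR the DEGs of wetland against laboratory water rose to 327 (292 higher and 35 lower, against 50 and 78), those at 239 ng/L to 573 (171 and 402, against 19 and 142), those of high against low IBI from 4 to 11 (8 and 3), and those shared by laboratory and wetland water from 24 to 46. The IESF comparison fell from 26 to 1 and the PIPE comparison from 81 to 1. The controls gave 1.1e+02 (68 higher and 46 lower), 223 and 193 DEGs, the control-adjusted early against late summer 80 (57 and 23, against 6 and 30), and stormwater against control 28 in spring (27 and 1, against 1 and 9) and 23 in late summer (23 and 0, against 0 and 5). The cause was not tested. DEG Sets 2, 3 and 4 and the season comparisons of stormwater stayed within 1.5 times their counts. Median-ratio size factors changed no count by more than 1.5 times.

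The filter on low counts tests fewer transcripts. It gave 130 DEGs of pyriproxyfen in wetland water (against 291), 96 over all waters (207), 254, 179 and 1.5e+02 (52 higher and 99 lower) between the seasons (514, 390 and 274), 2 in the IESF and 42 in the PIPE comparison. Among the controls it gave 0 (2110 at an unadjusted p-value under 0.05), 82 and 43, and for stormwater against control 1 in spring, 488 in early summer and 0 in late summer (1055 at an unadjusted p-value under 0.05). With a threshold of 1 on the log2 fold change, more transcripts pass by construction: 236, 1835 and 1151 for DEG Sets 1, 2 and 3, 2073, 1798 and 2315 between the seasons, 46 in the IESF comparison and 1.4e+02 shared by laboratory and wetland water (6 higher in both, 28 lower in both and the rest in opposite directions). One fit over all 69 libraries gave 226 for wetland against laboratory water and 63 at 239 ng/L.

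Replicate numbers did not pair the libraries: the median correlation of the deviations of same-numbered libraries was -0.12 for 119 against 0 ng/L in laboratory water, 0.261 at 239 ng/L (4 of 5 pairs over 0.1) and 0.0212 in stormwater. With the replicate number as a block the counts that changed by over 1.5 times were 0 for IBI (922 at an unadjusted p-value under 0.05), 4 for IESF, 19 for PIPE, 1, 67 and 36 among the controls, 45 and 72 control-adjusted, and 2 and 1 for stormwater against control in spring and late summer. Dapma7bEVm010862 changed sign between early and late summer, from -0.01 to 0.06.

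Fewer independent units lowered the counts. Sums per wetland gave 48 for pyriproxyfen in wetland water and 0 for IBI (421 at an unadjusted p-value under 0.05), where the libraries with 119 ng/L gave 2. Sums per sampling point and season gave 0 for IESF (752 at an unadjusted p-value under 0.05) and 2 for PIPE. With the site and season as a block IESF had 1, and with season as a covariate PIPE had 31. Without the Crystal Lake pipe library of spring replicate 3, where 10 transcripts held 72.6% of the counts, PIPE had 29 (19 higher and 10 lower); the other 7 comparisons that hold this library stayed within 1.5 times, and the errors of the season and site type models were 8.33% and 31.3% (8.63% and 31.9% with it). Without the controls labelled as a second set, the controls had 19 DEGs between spring and late summer and 6 between early and late summer, the control-adjusted early against late summer 3, and stormwater against control in late summer 3. With the score on the axis of variation within conditions as a covariate, DEG Set 2 had 1804 and the 239 ng/L comparison 450.

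With 1 library left out at a time, DEG Set 1 ranged from 26 (without laboratory water replicate 4) to 1.5e+02 (61 higher and 91 lower, without replicate 1) over 5 fits, and was 66 without replicate 3 and 77 without replicate 2. DEG Set 2 ranged from 926 to 1414 over 10 fits, DEG Set 4 from 691 to 788 over 5, the 239 ng/L comparison from 63 to 314 over 10 and the interaction from 1078 to 1392 over 10. Over 5 fits each, the controls ranged from 1 to 15 (spring against early summer) and from 31 to 97 (early against late summer), the control-adjusted comparisons from 50 to 289 and from 16 to 52, stormwater against control in early summer from 493 to 873, and the laboratory controls of both experiments from 719 to 919. The libraries behind the lowest and highest values of the smaller sets are replicates 1 and 4 at 239 ng/L and early summer control replicates 3, 4 and 5.

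In the principal component analysis of Experiment 2, PC1 and PC2 (24.69% and 22.99%) held 12.06% and 9.388% with unit variance, 69.54% and 6.847% on fractional counts, 20.38% and 19.54% with a pseudocount of 0.1, and 24.91% and 23.19% on filtered transcripts. In Experiment 3 (28% and 19.15%) these were 19.72% and 10.47%, 45.93% and 38.72%, 24.58% and 15.8%, and 28.55% and 19.64%. The share of season along PC1 there fell from 26.73% to 1.391% on fractional counts (permutation p = 0.489). Along PC2 it rose from 2.814% (permutation p = 0.143) to 19.37% with unit variance (permutation p = 1e-04) and 8.521% on fractional counts (permutation p = 0.0027). The 239 ng/L libraries, at a mean rank of 43.4 on PC1, moved to the other side with unit variance (27, permutation p = 0.3718). The variance explained by water was 12.8% on fractional counts (permutation p = 0.118), and on means per water sample that of water was 31.05% (permutation p = 0.963) and that of pyriproxyfen 13.08% (permutation p = 0.0726), with fewer units.

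Errors of the pyriproxyfen, IBI, season and site type models on log2(CPM + 1) were 0.435%, 18.3%, 3.24% and 42.3% (against 2.75%, 11%, 8.63% and 31.9%). The IBI model then misclassified 47.5% of the libraries with pyriproxyfen and the season model 8.1% of the controls (against 29.6% and 15.7%); on filtered transcripts these were 22.1% and 6.19%, and the pyriproxyfen error 3.77%. Leaving out whole waters gave 11.6% for pyriproxyfen and 76.7% for IBI, and leaving out whole sites gave 46% for site type. Without the 239 ng/L libraries the pyriproxyfen error was 1.41%. The simpler model within 1 standard error gave 3.77%, 15.3%, 59.3%, 10.9% and 35.6% for pyriproxyfen, IBI, location, season and site type. The causes of these changes were not tested.

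Signs of single transcripts changed only near 0: Dapma7bEVm001221 between spring and early summer with the site as a covariate (from -0.03 to 0.01), Dapma7bEVm010862 between early and late summer with the library of unclear season included (to 0), and Dapma7bEVm027817 at 239 ng/L (from 0.1 to -0.01 without control replicate 3 and to -0.19 without replicate 3 at 239 ng/L, with up to 0.25 over the 10 fits that each left out 1 library). Depth limits transcripts under about 0.595 CPM, where a level cannot be told from 0.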

Differences from the paper's values

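Between wetland and laboratory water without pyriproxyfen the paper reports 81 DEGs up and 16 down, where 50 and 78 were found here. Of the alternatives set before the data were examined, the number of DEGs up came within 1.5 times the paper's without laboratory water replicate 1 (61), with the filter on low counts (71), with all 69 libraries in one fit (85) and with a threshold of 1 on the log2 fold change (86). It did not with DESeq2 (292), median-ratio size factors (50), the replicate number as a block (31) or without replicates 2, 3, 4 or 5 (3, 4, 2 and 7). The number down came within it only without replicate 4 (24); with DESeq2 it was 35 and with the filter 32.

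In what follows, a gap is called closed where a value came within 1.5 times the paper's. Between early and late summer stormwater the paper reports 71 DEGs up, where 1.3e+02 were found here (48.5% of 274). With DESeq2 (78) and with the filter on low counts (52) the gap closed; with the 7 others it did not. For the DEGs shared by laboratory and wetland water the paper reports 43 and 24 were found here; DESeq2 (46) closed the gap, and the filter (18), median-ratio size factors (23), the block (18) and the threshold of 1 did not. For IESF-untreated against IESF-treated water the paper reports 2 DEGs and 26 were found here; the filter gave 2, while DESeq2 and the site and season as a block gave 1, the block on replicate numbers 4, sums 0 (752 at an unadjusted p-value under 0.05), median-ratio size factors 26 and the threshold of 1 gave 46.

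In the principal component analysis of Experiment 2 the paper reports 12.03% for PC1 and 9.23% for PC2, where 24.69% and 22.99% were found. Unit variance closed both gaps (12.06% and 9.388%) and fractional counts that of PC2 (6.847%). A pseudocount of 0.1 and filtered transcripts closed neither. For PC2 of Experiment 3 the paper reports 8.68% against 19.15% here, and only unit variance closed the gap (10.47%). Of the 119 ng/L libraries the paper places 10 left of 0 on PC1, where 16 lay left and 13 right here. The direction of the axis is arbitrary, and with the axis turned round the 13 would lie left, within 1.5 times the paper's number. In the direction used here, 11 lay left with unit variance and 15 with a pseudocount of 0.1, both within 1.5 times. Fractional counts (1) and filtered transcripts (16) did not come within it. For the position of the 239 ng/L libraries the paper gives p < 0.021, against a permutation p of 0.3458 here, and none of the alternatives closed the gap (permutation p = 0.3718, 0.6435, 0.6281 and 0.3505).

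The paper reports an error between 31% and 37% for the IBI model, where 11% was found. None of the alternatives taken singly closed the gap (18.3%, 14%, 76.7% and 15.3%). The simpler model on log2(CPM + 1) gave 21.3%, which came within 1.5 times. It reports 55% to 57% for the site type model, where 31.9% was found. With log2(CPM + 1) (42.3%) and with whole sites left out (46%) the error stayed lower but came within 1.5 times the paper's. Filtered transcripts (32.7%) and the simpler model (35.6%) did not. For the number of genes in the pyriproxyfen model, the paper's 16 stands against 8 here, closed by log2(CPM + 1) (14.2) and whole waters left out (23) and not by filtered transcripts (7), the fit without 239 ng/L (7.6) or the simpler model (6.2). For the site type model the paper's 18 genes stand against 101 here, and none of the alternatives taken singly closed the gap (51.3, 74.4, 86 and 62.3). The simpler model on log2(CPM + 1) held 24 genes, which came within 1.5 times. The causes of these differences were not tested.

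Several directions also differ. In Table S4 the fold changes of wetland against laboratory water with pyriproxyfen have the opposite sign of those here for all 1179 transcripts compared. The paper counts 111 DEGs up and 1069 down in that comparison, where 899 were higher in wetland water here; turned round, to laboratory over wetland water, both sides come within 1.5 times the paper's counts, and the paper's values of -6.97481 for Dapma7bEVm001221 and 2.14054 for Dapma7bEVm023911 stand beside -7 and 2.12 here. For spring against early and late summer the paper counts 131 up and 305 down, and 80 up and 267 down, where 393 and 301 were higher in spring here; with the seasons turned round these counts come within 1.5 times each other, for spring against early and against late summer alike.

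The paper's text gives Dapma7bEVm001483 and Dapma7bEVm027817 as lower with pyriproxyfen in laboratory water, and here their log2 fold changes were 0.54 and 0.57, higher with pyriproxyfen, and neither was a DEG. Dapma7bEVm005257 is a DEG between wetland and laboratory water in the paper and was one here only with DESeq2. The paper identified no genes with the model of wetland location, while the model here held a mean of 38.1 genes and its error of 51.7% lay below those of all 79 models with permuted labels. The paper places the laboratory water libraries with both IBI categories on the genes of Table S7, and here all 5 were nearer the high category, a distance chosen after the values were seen.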

Other observations

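The tests on the axis of variation within conditions, the superoxide dismutase transcripts and the ethanol carrier, and the test of Dapma7bEVm005257 between unspiked waters alone, were chosen after the results they bear on were seen.

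Other groupings of the same libraries gave as many DEGs as the real one in 1 of 100 for DEG Sets 1, 2 and 4, in 1 of 60 for DEG Set 3 and for pyriproxyfen over all waters, and in 1 of 40 for each pair of seasons, in each case the real one. The highest of the other groupings gave 73, 40, 22 and 18 DEGs for the 4 sets and 27 over all waters, and the medians of the others were 61, 69 and 70 for the seasons. For high against low IBI 3 of 100 groupings gave at least 4 DEGs. For IESF-treated against untreated water 23 of 50 groupings gave at least 26, and for PIPE-untreated against IESF 9 of 40 gave at least 81, so both counts are within what chance groupings of these libraries give. Of the LASSO models with permuted labels none had an error as low as the real one, which was 1 of 100, 100, 80, 40 and 40 for pyriproxyfen, IBI, location, season and site type.

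Libraries of one water sample can be in both the training and the test folds of the models, which might lower their errors. With whole sampling points left out the season error was 9.35%, and with whole waters left out the pyriproxyfen error was 11.6%, both below the 5th percentile of models with permuted labels (53.7% and 31.7%), which argues against shared water as the whole cause of the low errors. For IBI the error with whole wetlands left out was 76.7%, where permuted labels in random folds gave a median of 43.3%. Permuted labels were not run with whole wetlands left out. Leaving out a wetland also leaves its category with fewer training libraries than the other, so the 2 values cannot be compared. An error of 76.7% gives no sign that the model carries over to a wetland it has not seen. With 3 wetlands per category it leaves open whether IBI changes expression. All 4 DEGs between the IBI categories (Dapma7bEVm000324, Dapma7bEVm027442, Dapma7bEVm002278 and Dapma7bEVm027691) were also DEGs between the laboratory controls of both experiments, with log2 fold changes of 5.77, 5.91, 3.01 and 2.85, and Dapma7bEVm002278 and Dapma7bEVm027691 were DEGs between wetland and laboratory water (both -2.66).

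A single axis held 25.8% of the variance between libraries of one condition in Experiment 3 and 29.4% in Experiment 2, and the loadings of both correlated with r = 0.815 across transcripts. The 83 transcripts named for cuticle or chitin had a median absolute loading of 0.0145, against 0.00754 for random lists matched on mean expression (permutation p = 1e-04, the smallest that 10000 draws can give). Pools of neonates at different stages of the moult cycle may cause this axis; the stage of the animals was not recorded in the labels, and other causes were not tested. The score differed between spring and early summer (permutation p = 0.00037, Benjamini-Hochberg adjusted 0.00148 over 8 comparisons) and between early and late summer (p = 5e-05, adjusted 4e-04, from the same permutation test). With the score as a covariate spring against early summer had 458 DEGs, 397 of them among the 514 without it, early against late summer had 237, with 167 of the 274, and DEG Set 2 had 1804, with 1130 of the 1186, so a different place on this axis is not the whole cause of these sets. DEG Set 4 kept 1010 of its 1028 DEGs, and DEG Set 1 had 168 with the score.

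On fractional counts pyriproxyfen accounted for 29.9% of the variance, and 8 transcripts named superoxide dismutase in Table S4 held 93.6% of the squared loadings of PC1 there. They were chosen from these loadings, and as close family members they can share reads. Without them pyriproxyfen accounted for 8.16% (random labels 1.32%, permutation p = 0.000999, the smallest possible), so these few abundant transcripts are not the whole cause of the separation. Their share of all counts was 5.06% ± 3.28 (SD, n = 30) in wetland water and 0.472% ± 0.589 (SD, n = 24) with 119 ng/L (lower than every unspiked library in 11 of 24; permutation test, p = 1e-05, the smallest possible, Benjamini-Hochberg adjusted 6e-05 over 6 tests). In laboratory water it was 6.25% ± 4.57 without, 2.2% ± 0.972 with 119 ng/L and 1.99% ± 2.18 with 239 ng/L (SD, n = 5 each; exact permutation tests against none, p = 0.0476 and 0.0714, adjusted 0.0952 and 0.107). A fall of superoxide dismutase expression with pyriproxyfen is a hypothesis.

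The wetland controls carried ethanol and the laboratory water control did not. For DEG Set 2, 99.2% of its DEGs had the same direction and 3.2% were as large between the unspiked waters, transcripts chosen for their size in that set, so the carrier and pyriproxyfen cannot be told apart in DEG Set 2 by these values. For DEG Set 1, 49 of its DEGs were also DEGs of 119 ng/L against water alone. That the spiked laboratory water also carried ethanol is inferred, since the methods do not state it separately. Both comparisons share the 5 controls, which alone gives a correlation across transcripts of 0.678 by simulation (0.673 observed, and 0 shared DEGs simulated), so wetland water and ethanol cannot be told apart in DEG Set 1.

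The higher level of Dapma7bEVm005257 in both DEG Sets 1 and 2 could come from a low level in the 5 controls that the sets share. The 239 ng/L libraries differed from those controls by 0.498 on the log2 scale, and all of them lay below the mean at 119 ng/L. This argues against low controls as the whole cause in DEG Set 2. Against the 21 controls of Experiment 3 the 5 controls were not distinguishable (exact permutation test, 2-sided, p = 0.125), so for DEG Set 1 a low level in the controls stays open. For DEG Set 4 the correlation of the fold changes here with those of Table S4 was -0.987 across transcripts, which is consistent with a published sign turned round; the other 3 sets had positive correlations.

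One library of an IESF inflow reads late summer in its label, has the code letter of the early summer libraries and was left out. Its mean distance over all transcripts to the early summer libraries of its sampling point was 0.811 times that to the late summer libraries, and the ranges of the single distances overlap (82.75 to 145.6 for early summer and up to 173.1 for late summer, around a mean of 139.4). Whether the word or the code is right cannot be told apart from these distances, and no biological explanation was tested.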
